# RNA Sequencing Reveals Key Metabolic Pathways Are Modified by Short-Term Whole Egg Consumption

**DOI:** 10.3389/fnut.2021.652192

**Published:** 2021-05-10

**Authors:** Amanda E. Bries, Joe L. Webb, Brooke Vogel, Claudia Carrillo, Timothy A. Day, Michael J. Kimber, Rudy J. Valentine, Matthew J. Rowling, Stephanie Clark, Kevin L. Schalinske, Elizabeth M. McNeill

**Keywords:** differential expression analysis, nutrigenetics/nutrigenomics, RNAseq, Sprague Dawley, miRNA–microRNA

## Abstract

Eggs are protein-rich, nutrient-dense, and contain bioactive ingredients that have been shown to modify gene expression and impact health. To understand the effects of egg consumption on tissue-specific mRNA and microRNA expression, we examined the role of whole egg consumption (20% protein, w/w) on differentially expressed genes (DEGs) between rat (*n* = 12) transcriptomes in the prefrontal cortex (PFC), liver, kidney, and visceral adipose tissue (VAT). Principal component analysis with hierarchical clustering was used to examine transcriptome profiles between dietary treatment groups. We performed Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis as well as genetic network and disease enrichment analysis to examine which metabolic pathways were the most predominantly altered in each tissue. Overall, our data demonstrates that whole egg consumption for 2 weeks modified the expression of 52 genes in the PFC, 22 genes in VAT, and two genes in the liver (adj *p* < 0.05). Additionally, 16 miRNAs were found to be differentially regulated in the PFC, VAT, and liver, but none survived multiple testing correction. The main pathways influenced by WE consumption were glutathione metabolism in VAT and cholesterol biosynthesis in the PFC. These data highlight key pathways that may be involved in diseases and are impacted by acute consumption of a diet containing whole eggs.

## Introduction

Eggs are a low-cost, nutrient-dense food comprised of numerous vitamins and bioactive compounds, and have been proposed to play a role in disease prevention (1, 2). Dietary whole eggs and their derived compounds (3) have been linked to several mechanisms of modulating gene expression, such as vitamin D-mediated transcriptional regulation and methyl group metabolism, by supplying choline, methionine, folate, B_12_, B_6_, and B_2_ (4). Despite the beneficial components of eggs, they remain one of the most controversial foods (5), due to their cholesterol content (6, 7). Observational studies examining the role of long-term egg intake on the risk of developing cardiovascular disease (CVD) have reported inconsistent results (8), but most recently, Dehghan and others reported no significant association between whole egg intake and major CVD events in a conglomerate of 50 studies (9). Although the role of whole egg (WE) consumption has been extensively examined in population-based studies (10, 11), relatively few studies have addressed the role of whole egg consumption in health and disease experimentally (12, 13).

Some studies have addressed the mechanistic role of individual egg components. For instance, egg yolk peptides have been shown to display anti-oxidative properties (14) and lutein, a carotenoid that is rich in egg yolk, has been demonstrated to protect dopaminergic neurons from oxidative damage in a chemically-induced mouse model of Parkinson's Disease (15). Similar effects of lutein administration have also been shown in other animal models of aging and cognitive impairment (16, 17); however, the role of these egg components and their influence on global gene expression remains not well-understood. In addition to WE decreasing oxidative stress, our laboratory has previously reported that consuming a WE-based diet reduced body weight gain in rats with type 2 diabetes (12, 13). To date, very few studies have focused on identifying the molecular mechanisms that are influenced by WE consumption in addition to the global gene expression changes in rats fed WE vs. casein (CAS)-based diets. By gaining an in-depth understanding of gene-diet interactions, we can understand how genes regulating molecular pathways are modified by short-term dietary WE consumption, allowing for future research to identify more mechanistic approaches examining the relationship between dietary WE and chronic disease.

In this study, male Sprague Dawley rats were fed WE-based diets to examine the influence of short-term WE consumption on mRNA and microRNA expression in comparison with CAS-based diets. We examined the transcriptome profiles of the prefrontal cortex (PFC), visceral adipose (VAT), liver, and kidney tissues to identify metabolic pathways that may be altered by WE consumption, and mapped these changes to microRNAs. The primary aim of this study was to initially determine if short-term WE consumption had a significant impact on gene expression in specific tissues of interest given the relevance of these tissues in disease. Furthermore, we sought to examine if changes in expression of miRNAs could be upstream of observed gene expression changes.

## Materials and Methods

The data discussed and presented in this publication have been made publicly available and deposited in NCBI's Gene Expression Omnibus (18) and can be found through GEO Series accession number GSE163193 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163193).

### Animals and Diets

This animal study was approved by the Institutional Animal Care and Use Committee (IACUC) at Iowa State University and was performed according to the Iowa State University Laboratory Animal Resources Guidelines. Male Sprague Dawley rats (*n* = 12) were obtained at 6 week of age (151–175 g) from Charles River Laboratories (Wilmington, MA). Current studies were limited to males, building on previous studies that provide the foundation for this study. Rats were individually housed in conventional cages in a temperature-controlled environment (22 ± 2°C) using a 12-h light-dark cycle. All rats were acclimated for 1 week on a standard rat chow diet, after which they were randomly assigned to one of two dietary intervention groups. There were no significant differences in baseline body weight between the two dietary groups (*p* = 0.62). Rats were placed on either a control CAS-or WE-based diet (Research Diets, New Brunswick, NJ; Table 1) matched for 20% protein (w/w). For 72 h, animals underwent a controlled fasted-refeeding protocol to train them to consume food *ad libitum* within a 4 h time period (Figure 1) for a serum collection. After training, 7-week old animals were fasted overnight for 10 h with water provided *ad libitum* followed by controlled feeding (4 g) of either the CAS- or WE-based diet. Serum was collected *via* the tail vein at 0, 2, 4, 6, and 8 h immediately following refeeding. Following the serum time curve collection, rats were given respective dietary treatments, *ad libitum* for 2 weeks. Food intake and body weight gain were monitored daily. Following the dietary intervention, 9-week old rats underwent a 12 h overnight fast with water provided *ad libitum*; rats were anesthetized with a ketamine:xylazine cocktail (90:10 mg/kg bw) *via* a single intraperitoneal injection. Following anesthesia, whole blood was collected *via* cardiac puncture for serum sample, followed by procurement of vital organs. Euthanasia was confirmed by performing a bilateral thoracotomy. The epididymal VAT, kidney and liver, were procured, weighed, and stored in *RNA*later (Thermo Fisher, Waltham, MA). The fresh PFC was excised and rapidly micro dissected on a chilled platform. A flat edge razor was used to remove and discard the olfactory bulbs and make coronal slices through the brain. Anterior forceps of the corpus collosum (AFCC) was used as a visual landmark to identify the section from which to sub-dissect the PFC. Specifically, the darker tissue between the AFCC and the genus corpus callosum in roughly a diamond shape was dissected as the PFC. After sub-dissection the tissue was weighed and stored in *RNA*later (Thermo Fisher, Waltham, MA).

**Table 1:** Composition of the WE- and CAS-based diets fed to male Sprague Dawley rats for 2 weeks^a^.

**Ingredient (g/kg)**	**CAS**	**WE**
Casein	200	–
Whole egg^b^	–	435
Cornstarch	417	365
Glucose monohydrate	150	150
Corn oil	183	–
Mineral mix	35	35
Vitamin mix	10	10
Choline bitartrate	2	2
L-methionine	3	3
Biotin (1%)	–	0.4
Macronutrients (% total kcal)^c^		
Protein	17	17
Carbohydrate	48	48
Fat	35	35
Caloric content	4,715	4,715

a *All ingredients were purchased from Envigo except for dried whole egg (Rose Acre Farms, Guthrie Center, IA), as well as L-methionine and choline bitartrate (Sigma-Aldrich). CAS, casein-based diet, WE, whole egg-based diet*.

b *Total protein and lipid content provided by 435 g of dried whole egg was 46 (200 g) and 42% (183 g), respectively*.

c *All diets formulated to contain total protein at 20% (w/w)*.

**Figure 1:**
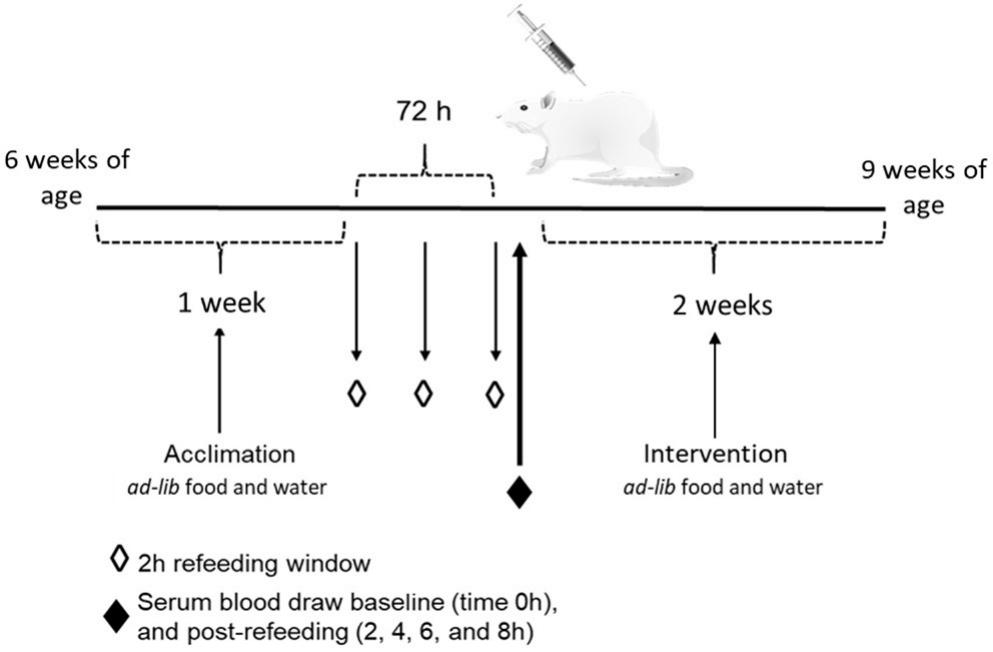
Schematic of the study design to measure the effects of whole egg consumption in a serum response curve and after a 2 week dietary intervention.

### Large and Small RNA Extraction and Sequencing

Large- and smallRNAs were extracted using a SPLIT Total RNA Extraction Kit (Lexogen, Greenland, NH). RNA was quantified using a Qubit Fluorometer (ThermoFisher Scientific), and integrity was assessed using a Bioanalyzer 2100 (Agilent Technologies). Large RNA libraries were prepared using an automated protocol for the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Greenland, NH) and small RNA libraries were prepared using Small RNA Library Prep Kits (Lexogen, Greenland, NH). Total RNA samples were multiplexed across two lanes using an Illumina High-Seq 3000 resulting in an average of 7.5 million reads per sample prior to quality control. Small RNA libraries were also multiplexed and run on a separate lane on an Illumina High-Seq 3000 (San Diego, CA).

### Quality Control and Adapter Trimming

All large and small RNA reads were inspected using Fastqc and were trimmed to remove adapter sequences using BBDUK (BBMap: A Fast, Accurate, Splice-Aware Aligner)^1^. Read segments matching common Illumina Truseq or Nextera adapter sequences were removed for the reverse-complement or forward sequence of the adapters during processing.

### Read Alignment and Quantification

Rattus norvegicus reference genome (fasta) and genome annotation files (gtf) were obtained from the Ensembl genome browser^2^. Reads were aligned to the RNO version 6 release 94 of the Ensembl genome using the STAR v2.5.2 aligner (19). Transcripts aligning to specific genes were counted using the STAR-quantMode geneCounts function to map transcripts to each genome. Files containing microRNA counts and gene counts are located in the GEO database. Small RNA samples were processed using the smallrnaseq python tool (20), which aligns samples using Bowtie and quantifies small RNA read counts using reference fasta and gtf files from RNAcentral.org.

### Data Filtering and Quality Control

Genes were filtered out if they were not expressed in any samples or had fewer than 10 counts in half of the samples for each gene. Data filtering and alignment settings were adapted from Lexogen's QuantSeq 3′ mRNA-Seq Kit and integrated Data Analysis Pipeline on Bluebee® platform according to the manufacturer's instructions. Following quality control, analysis included 10,101 liver genes, 9,217 adipose genes, 11,607 kidney genes, and 99,36 brain genes.

### Differential Expression Analysis Using DESeq2

Read normalization was conducted using a weighted trimmed mean of the log expression ratios [trimmed mean of M values (TMM)] method to account for variable sequencing depth between samples. Differential expression analysis was conducted using the DESeq2 (21) package in the R programming language.

### Heatmaps, Principal Component Analysis, and Volcano Plots

Principal Component Analysis (PCA) was conducted for the initial clustering and characterization of RNAseq data. Hierarchical clustering was used to create a dendrogram classifying samples according to similar transcriptomic profiles using Pearson correlation coefficients. Volcano plots were constructed to visualize genes which surpass a log-fold change of >1.0 (upregulated) or <-1.0 (downregulated) to assess biological significance at adjusted *p* < 0.05. PCA and volcano plots were all constructed using MatplotLib in python version 3.2.0rc1. Heatmaps and hierarchical clustering were constructed using “heatmapper” package in R software.

### Functional Enrichment Annotations

Pathway-based analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database that contains annotated biological functions for genes (22). All differentially expressed genes (DEGs) were additionally categorized into biological pathways using KEGG pathway analysis and Gene Ontology (GO) analysis based on cellular localization, function, and processes using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 database through the online web application (DAVID Functional Annotation Bioinformatics Microarray Analysis)^3^. MicroRNA target genes were predicted through miRPath v.3 analysis tools (23). Genetic Interactome Analysis was completed on DEGs from the VAT and PFC using Cytoscape version 3.8.0 (24). STRING application—Protein Query generated a node network that allowed functional enrichment data of all DEGs to be generated. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was queried to identify the functional pathways corresponding to each gene in each species. All DEGs were cross-referenced to String—disease, specifically Diabetes, Parkinson's and Alzheimer's with a confidence interval of 0.95 and a maximum number of proteins of 500 (25).

### qRT-PCR Validation Analyses

Total RNA from each tissue was aliquoted and reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Catalog # 4368813). The cDNA was diluted to 100 ng/μL and qPCR reactions were performed using 200 ng of total cDNA with primers at 300 nM concentration in 10 μL FastStart Sybr Green Master (Roche) according to the manufacturer's instructions. All qPCR reactions were conducted in a Roche LightCycler 96 Real-Time PCR System. Primers sequences for qPCR (Supplementary Table 1) were obtained from Integrated DNA Technology (IDT) and 18s RNA was used as an internal control for normalization in each tissue.

### Statistical Analysis

Data analysis was conducted in Python within an IPython notebook unless otherwise specified. Body weight and food intake group means were analyzed using an unpaired t-test to analyze the difference at *p* < 0.05 between casein and whole egg treatment groups. When applying DESeq2 for differential gene expression analysis, DESeqDataSetFromMatrix was used to generate *p*-values and adjusted *p*-values were calculated using the Benjamini-Hochberg method (26) of false discovery rate (FDR) correction. For all analyses, FDR was controlled at 1% and all adjusted *p* < 0.05 were considered significant. For functional enrichment analysis, gene identifiers were cross-validated through our differentially expressed genes on the basis of significance at FDR correction of <0.05. All qRT-PCR samples and genes were analyzed in triplicate using the Livak Delta-Delta CT method (27).

## Results

### RNA Seq Differential Expression

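Large RNA of 12 male Sprague Dawley rats, 6 on a casein-based diet and 6 on a whole egg-based diet for 2 weeks, was sequenced in PFC, VAT, liver and kidney, giving 48 mRNA libraries. The QuantSeq method makes 1 fragment near the 3′ end of each polyadenylated transcript, so a count does not depend on transcript length. The authors removed adapters with BBDUK, aligned the reads to the rat genome with STAR and deposited its whole-number counts per gene, 32883 genes in each table. The diet of each rat was taken from the headings of the count columns, which give casein for animals 1, 3, 6, 7, 9 and 11 and egg for animals 2, 4, 5, 8, 10 and 12. In the PFC table the total count per library was 3673566 to 7105361 (median 5171245.5) on casein and 2109815 to 6576440 (median 3739105) on egg. In the VAT table it was 941980 to 5120978 (median 1991397) on casein and 1708553 to 4403350 (median 1917055) on egg. In the liver table it was 1779421 to 3770139 (median 2148004) on casein and 1899506 to 3470098 (median 2754798.5) on egg. In the kidney table it was 1942907 to 5001397 (median 3419942.5) on casein and 2844714 to 4619491 (median 3707964.5) on egg. The paper gives an average of 7.5 M reads per sample before quality control, and the values here use the counts in genes, on average 3.28 M per library. Genes with at least 10 counts in at least 6 of the 12 libraries of a table were scaled by TMM and compared between diets with edgeR's quasi-likelihood test, with Benjamini-Hochberg (BH) adjustment over all genes kept. Levels are given in CPM, counts scaled to a common library size, as mean ± SD of 6 rats per diet, and log2 fold changes are egg over casein with their standard error (SE). Symbols come from the paper's tables, which name 87 genes by ID, since the count tables hold IDs alone.
The libraries are named by the tissue of their table, as labelled PFC, VAT, liver or kidney. Cps1, the first enzyme of the urea cycle, had a median of 1785 CPM over the 12 libraries labelled PFC, against 29.6 in VAT, 14.4 in liver and 9.10 in kidney. Aqp1, a water channel of the renal proximal tubule and of endothelium, was highest in the libraries labelled VAT (median 1121 CPM), as was Slc12a3, the thiazide-sensitive transporter of the distal tubule (215 CPM, against at most 6.1 elsewhere). Prelp, a proteoglycan of connective tissue, had its highest median, 265 CPM, in the libraries labelled liver. Ptgds, a prostaglandin D synthase abundant in brain, had a median of 1283 CPM in the libraries labelled kidney and 2.51 in those labelled PFC. Ptprn, a protein of neuroendocrine secretory granules, followed the same order, with 507 and 8.21 CPM. Some genes had a median of at least 50 CPM in the PFC-labelled table and at most 1 CPM in the liver-labelled one. In the libraries labelled liver they stood at 8.33, 9.39 and 22.2% of their PFC-labelled level in animals 3, 4 and 5, against a median of 0.785% over the 12 animals. Genes chosen in the same way from the VAT-labelled table stood at 16.1% of their level there in animal 12, against a median of 0.514%. The other tables were not used in this choice, so the source of these genes is not identified.

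**Figure D1:**
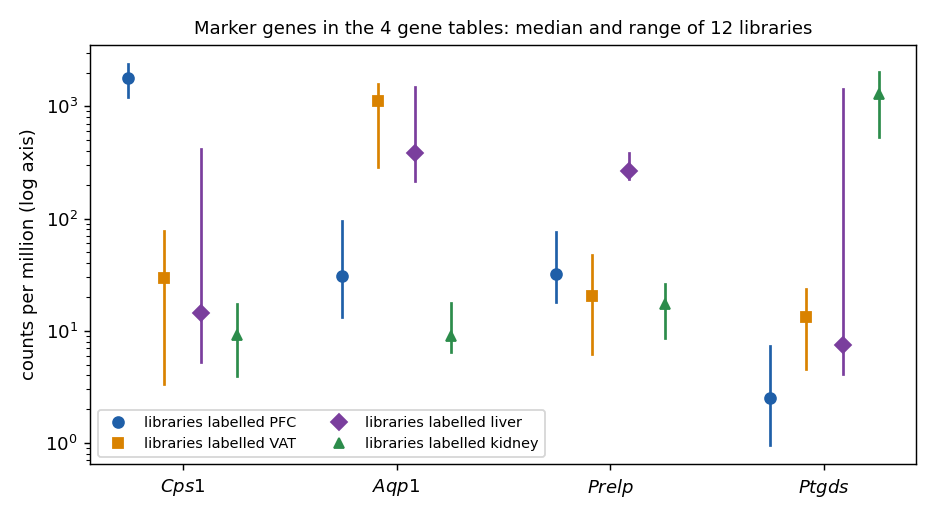
Level of Cps1, Aqp1, Prelp and Ptgds, in CPM on a log axis, in the libraries labelled PFC, VAT, liver and kidney. Points are medians and bars the range of 12 libraries, and each gene is highest under a different label.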

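In the libraries labelled PFC, 8 of 8593 genes tested changed with the whole egg diet: Hdc and Inmt rose, and Sqle, Idi1, Fads1, Cyp51, Msmo1 and Hmgcs1, enzymes of sterol and unsaturated fatty acid synthesis, fell. Hdc (ENSRNOG00000010262), the enzyme that makes histamine, had 6.5 ± 3.73 CPM on casein and 41.0 ± 24.5 on egg (SD, n = 6 each). Its log2 fold change was 2.65 (SE 0.418, adjusted p = 0.0104 from edgeR, above the casein median in 6 of 6 rats on egg). In the libraries labelled VAT, 5 of 8403 genes changed: Gstp1 and Inmt rose, and Akr1c14, Anxa5 and ENSRNOG00000007243, which none of the tables names, fell. Akr1c14 (ENSRNOG00000017672), a steroid dehydrogenase whose reads may be shared with other aldo-keto reductases, had 86.0 ± 44.6 CPM on casein and 8.61 ± 4.43 on egg, a log2 fold change of -3.37 (SE 0.395, adjusted p = 7.3e-05 from edgeR, lower in 6 of 6 rats). Anxa5 (ENSRNOG00000014453), a phospholipid-binding annexin, had 292 ± 51.1 and 100.2 ± 40.3 CPM, a log2 fold change of -1.54 (SE 0.26, adjusted p = 0.0106 from edgeR, 6 of 6 rats). ENSRNOG00000007243 had 44.2 ± 34.1 and 1.06 ± 2.14 CPM, a log2 fold change of -5.27 (SE 0.700, adjusted p = 5.7e-04 from edgeR, 6 of 6 rats). Egr1, an immediate-early transcription factor, had 371 ± 259 CPM on casein and 90.3 ± 42.5 on egg in the libraries labelled liver, a log2 fold change of -2.04 (SE 0.481, adjusted p = 0.953 from edgeR and 0.0485 from DESeq2, lower in 6 of 6 rats). Gprc5c, an orphan G protein-coupled receptor, had 4.16 ± 2.35 and 18.5 ± 13.9 CPM there, with a log2 fold change of 2.12 (SE 0.482, adjusted p = 0.953 from edgeR, higher in 6 of 6 rats). The median of Gprc5c was 108 CPM in the libraries labelled VAT and 55.6 in PFC, and in liver it was highest in animal 12 (egg, 45.6 CPM), as were the genes chosen above from the VAT-labelled table.
No gene passed edgeR's test in the libraries labelled liver (8724 tested) or kidney (9610 tested). At an unadjusted p under 0.05, 227 genes were higher and 135 lower in liver, and 56 were higher and 71 lower in kidney. DESeq2 called 1 lower gene in liver and 0 genes in kidney, and limma-voom called 0 in both. For PFC the unadjusted numbers were 207 higher and 143 lower, and DESeq2 called 19 higher and 19 lower; for VAT they were 189 and 232, and DESeq2 called 7 and 14. Without animal 12 (egg), 11 genes rose and 15 fell in the libraries labelled PFC, and 1 rose in VAT. Without animal 11 (casein) none rose and 5 fell in PFC, and without animal 9 (casein) 1 rose and 4 fell in PFC and 3 rose and 7 fell in VAT. Hdc did not pass without animal 11 (adjusted p = 0.0578 from edgeR). In PFC, 1 gene rose without animal 10, and in VAT the number that rose was 0 without animal 1, 3 or 6 and 1 without animal 2 or 5, while 5 fell without animal 5 or 10. Without the libraries of animals 2, 10 and 12, which stood apart in PFC, 9 genes rose and 9 fell, 7 of the 8 named above among them. Without animals 4 and 9 in VAT, 3 rose and 3 fell, all 5 of the above among them, and without animals 3, 4 and 5 in liver the numbers stayed at 0. These 3 sets were left out after the data had been seen.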

Differential gene expression analyses of the tissues identified two DEGs in the liver, 22 in VAT, 52 in the PFC, and none in the kidney. 

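Inmt (ENSRNOG00000011250) encodes a methyltransferase that acts on tryptamine and related amines. In the libraries labelled PFC it had 24.1 ± 11.2 CPM on casein and 124 ± 72.8 on egg (SD, n = 6 each), a 5.12-fold rise with a log2 fold change of 2.36 (SE 0.393, adjusted p = 0.0155 from edgeR with BH adjustment, above the casein median in 6 of 6 rats on egg). In VAT it had 18.7 ± 5.29 CPM on casein and 62.9 ± 30.5 on egg, a 3.33-fold rise with a log2 fold change of 1.74 (SE 0.323, adjusted p = 0.0256 from the same edgeR test, 6 of 6 rats). The change in VAT minus the change in PFC was -0.60 on the log2 scale (SE 0.501, unadjusted p = 0.24 from edgeR's test of the interaction of tissue and diet), smaller than its error allows to be told from 0. The PFC call did not pass without animal 9, 10 or 11, with adjusted p-values of 0.0647, 0.0540 and 0.0764 from edgeR. The VAT call did not pass without animal 1, 2, 3, 5, 6 or 12, with adjusted p-values of 0.107, 0.0550, 0.0767, 0.0981, 0.0660 and 0.0992, nor with limma-voom (adjusted p = 0.0677).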

Of the 76 DEGs that surpassed multiple testing corrections (adjusted *p* < 0.05), one gene was differentially upregulated across both the PFC (5.6-fold increase) and VAT (3.2-fold increase) tissue: indolethylamine *N-methyltransferase* (INMT). Supplementary Table 2 describes all of the DEGs in each tissue, whereas Supplementary Table 3 contains only those with a significant *p*-value after correction in all tissues.

### KEGG and GO Functional Enrichment Analysis

To examine the functional pathways for the DEGs, mRNAs were mapped to KEGG/GO pathway terms, which are described in Supplementary Table 4. 

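Enzymes that build cholesterol had lower levels on the whole egg diet in the libraries labelled PFC. Of 21 genes of cholesterol synthesis listed before the data were examined, 10 could be found by symbol and were measured. Genes the paper does not name could not be looked up. Sqle, Cyp51, Msmo1, Idi1 and Hmgcs1 fell and the other 5 measured did not pass edgeR's test (10 lower when adjusted over the list alone). The median log2 fold change of the 10 was -1.57. Cyp51 (ENSRNOG00000007234), the lanosterol demethylase, had 86.5 ± 31.9 CPM on casein and 20.5 ± 4.78 on egg (SD, n = 6 each), a log2 fold change of -2.06 (SE 0.243, adjusted p = 6.4e-04 from edgeR). Msmo1, a sterol methyl oxidase, had 65.4 ± 15.0 and 19.5 ± 4.82 CPM, a log2 fold change of -1.74 (SE 0.214, adjusted p = 6.4e-04 from edgeR). Idi1, the isopentenyl diphosphate isomerase, had 23.3 ± 6.6 and 3.39 ± 1.75 CPM, a log2 fold change of -2.73 (SE 0.364, adjusted p = 0.00149 from edgeR). Hmgcs1, which makes HMG-CoA, had 87.5 ± 28.3 and 25.5 ± 10.9 CPM, a log2 fold change of -1.77 (SE 0.287, adjusted p = 0.0123 from edgeR). All 4 were below the casein median in 6 of 6 rats on egg. Since the marker genes of the PFC-labelled table point away from brain, these levels may not belong to PFC.
As a list, cholesterol synthesis was lower at an adjusted p of 4.2e-34 over the 10 lists tested, by limma's camera with a preset correlation of 0.01, and the call held with an estimated correlation (adjusted p = 9.1e-05). All 10 measured genes have their symbols from the paper's list of changed genes, picked from these libraries, so neither the list's test nor its count is independent evidence of its direction. Tested in the libraries labelled VAT, liver and kidney, the list did not pass (adjusted p = 0.958, 0.616 and 0.972 from camera). Of 4 measured genes of the kidney tubule, also named by that table, none passed over all genes but all were higher when adjusted over the list alone, and as a list they were higher (median log2 fold change 1.32, adjusted p = 1.4e-10 from camera, 1.9e-04 with an estimated correlation). Aqp1 was at 20.5 CPM on casein and 46.7 on egg, and Slc12a3 at 4.62 and 13.1 CPM. Hmgcs1 did not pass without animal 4 or 9 (adjusted p = 0.0612 and 0.0559 from edgeR).

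**Figure D2:**
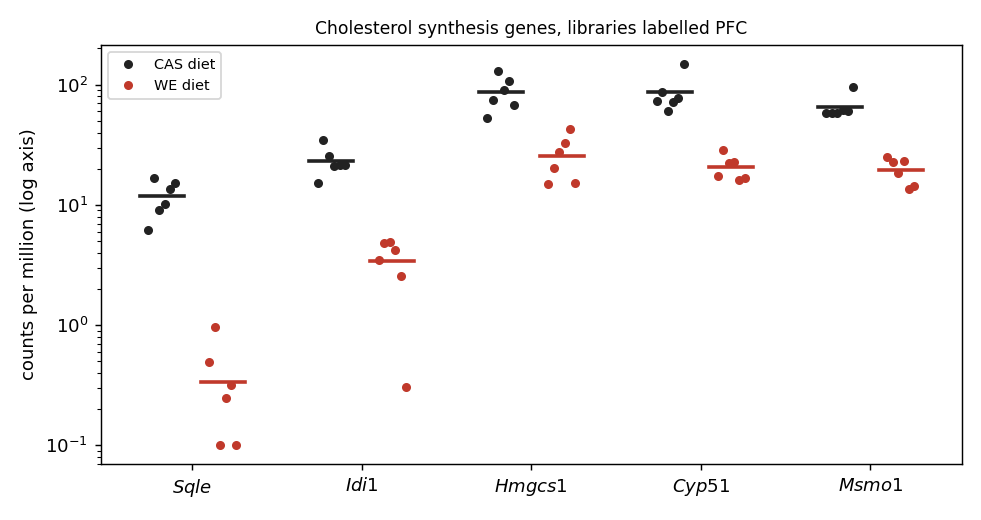
Levels of Sqle, Idi1, Hmgcs1, Cyp51 and Msmo1 in the libraries labelled PFC, in CPM on a log axis, casein in black and whole egg in red. Points are libraries, bars are means of 6 rats, and values under 0.1 CPM are drawn at 0.1; the egg means lie below the casein means for each gene.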

In the PFC, GO function analysis releveled genes modified by whole egg consumption were significantly enriched in Cholesterol biosynthetic pathways and lipid metabolism. Furthermore, a large genetic network of 16 genes in these two pathways were all down regulated (Supplementary Figure 1A). 

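Fads1 (ENSRNOG00000020480), the delta-5 desaturase of polyunsaturated fatty acids, fell in the libraries labelled PFC from 185 ± 88.7 CPM on casein to 30.2 ± 10.0 on egg (SD, n = 6 each), a log2 fold change of -2.61 (SE 0.321, adjusted p = 6.4e-04 from edgeR, lower in 6 of 6 rats). Of 18 genes of fatty acid synthesis, 6 could be found by symbol and were measured. Fads1 fell and the others measured, Fasn, Acly, Acacb, Acss2 and Scd, did not pass edgeR's test. Acly, which makes cytosolic acetyl-CoA, was at 119 CPM on casein and 47.8 on egg, a log2 fold change of -1.31 (SE 0.254, adjusted p = 0.0621 from edgeR, lower in 6 of 6 rats). Fasn, the fatty acid synthase, was at 33.5 and 13.3 CPM, a log2 fold change of -1.34 (SE 0.28, adjusted p = 0.114 from edgeR). Scd, a stearoyl-CoA desaturase, ran the other way, with 146 ± 87.1 CPM on casein and 500.4 ± 190.3 on egg, a log2 fold change of 1.78 (SE 0.439, adjusted p = 0.266 from edgeR and 0.0146 from DESeq2, higher in 5 of 6 rats). Insig1, which holds the SREBP complex in the endoplasmic reticulum, was at 12.0 and 3.16 CPM, a log2 fold change of -1.97 (SE 0.487, adjusted p = 0.266 from edgeR).
The fatty acid list was lower with a median log2 fold change of -1.26 (adjusted p = 2.9e-09 from camera, 0.0138 with an estimated correlation); adjusted over the list alone, 5 genes were lower and Scd higher. Of the 7 genes the study prints for its cholesterol group, to which it gives 8, 2 fell (7 when adjusted over the list alone; adjusted p = 3.0e-19 from camera, 9.1e-05 with an estimated correlation). Both lists hold genes named by the paper from these libraries, so neither their tests nor these counts are independent evidence. Without animal 12, Fasn (adjusted p = 0.0122 from edgeR) and Acly (0.0205) passed, as did Acly without animal 6 (0.0366). The diet effect differed between the libraries labelled VAT and PFC for 9 of 8623 genes in edgeR's interaction test. The difference, VAT minus PFC, was 2.49 for Fads1 (adjusted p = 0.0236), 2.78 for Idi1 (0.0221) and 2.04 for Msmo1 (0.0155), and 2.28 for Hmgcs1 (0.0284, which became 0.128 with the rat as a block).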

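Enzymes of the oxidation-reduction group in the libraries labelled PFC came from several pathways. Of the 12 genes the study placed in this group, 12 were measured; Fads1, Sqle, Cyp51 and Msmo1 fell on the whole egg diet and the other 8 did not pass edgeR's test. Nsdhl, a sterol dehydrogenase, was at 199 CPM on casein and 127 on egg (means, n = 6 each), a log2 fold change of -0.65 (SE 0.161, adjusted p = 0.266 from edgeR). As a list the group was lower (adjusted p = 4.4e-14 from camera, 0.00204 with an estimated correlation), and adjusted over the list alone 9 genes were lower and 3 higher. The study chose these genes from the same libraries, so neither the list's test nor its counts are independent evidence of the direction.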

Of the 12 genes differentially regulated which were involved in Oxidation-reduction process, 9 were downregulated in response to whole egg consumption. In the VAT, *Gsta3, Gstz1*, and *Gstp1*, all members of the glutathione transferase activity pathway, were found to be up-regulated by whole egg consumption (Supplementary Figure 1B).

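Glutathione S-transferases, which join glutathione to electrophiles, had higher mean levels on the whole egg diet in the libraries labelled VAT. Only genes the paper names carry a symbol here, so 4 of 25 glutathione transferase genes could be found and measured. Gstp1 rose and Gsta3, Gstz1 and Gstm2 did not pass edgeR's test (4 higher when adjusted over the list alone). Gstp1 had 159 ± 30.4 CPM on casein and 591 ± 403 on egg (SD, n = 6 each), a 3.70-fold rise with a log2 fold change of 1.89 (SE 0.333, adjusted p = 0.0155 from edgeR, above the casein median in 6 of 6 rats). Gsta3 had 323 ± 155 and 833 ± 178 CPM, a log2 fold change of 1.37 (SE 0.296, adjusted p = 0.112 from edgeR, 0.0032 from DESeq2 and 0.036 from limma-voom, 6 of 6 rats). Gstz1, which also isomerizes maleylacetoacetate in tyrosine breakdown, had 45.1 ± 7.98 and 84.8 ± 19.9 CPM, a log2 fold change of 0.91 (SE 0.242, adjusted p = 0.366 from edgeR and 0.0418 from DESeq2, 6 of 6 rats). Members of this family may share reads, so each level is uncertain. Since the marker genes of the VAT-labelled table point away from fat, these levels may not belong to visceral fat.
The list was higher with a median log2 fold change of 1.14 (adjusted p = 8.4e-09 from camera, 0.0053 with an estimated correlation). Gstp1, Gsta3 and Gstz1 alone, the study's own group, were higher at an adjusted p of 7.7e-08 (0.0092 with an estimated correlation), 1 of 3 by the test over all genes and 3 adjusted over the list alone. The paper named these 3 genes from the same libraries, so neither the tests of the 2 lists nor their counts are independent evidence. Gstp1 did not pass without animal 1, 3 or 6 (adjusted p = 0.0526, 0.0715 and 0.0660 from edgeR), and Gsta3 passed without animal 9 (adjusted p = 0.0293). From the higher transferases, their detoxifying role and a report on deficient glutathione pathways, the paper proposes that egg consumption may protect against oxidative stress. It also cites work on egg yolk peptides in pigs and on transferase-related enzymes in Zucker Diabetic Fatty rats.

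**Figure D3:**
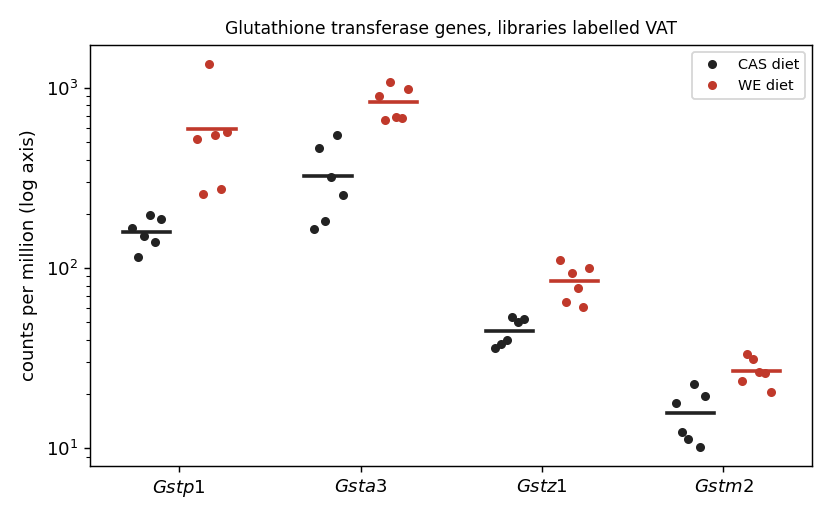
Levels of Gstp1, Gsta3, Gstz1 and Gstm2 in the libraries labelled VAT, in CPM on a log axis, by diet. Points are libraries and bars are means of 6 rats; the egg mean is the higher one for each gene.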

### STRING: Diseases database Enrichment Analysis

Using STRING: disease query analysis to examine disease related genes that were differentially expressed in response to WE diet, we identified one gene in VAT which is known to be associated with Diabetes. Specifically, Secreted Phosphoprotein 1 (SPP1) also known as Osteopontin was found to be down regulated in the VAT (−3.14 log2 fold change, Supplementary Table 3).

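Spp1, a secreted matrix phosphoprotein made by macrophages and epithelia, had 2412 ± 986 CPM on casein and 271 ± 310 on egg in the libraries labelled VAT (SD, n = 6 each), 8.89-fold lower on average. Its log2 fold change was -3.15 (SE 0.602, lower in 6 of 6 rats), with an adjusted p of 0.0711 from edgeR, 0.00291 from DESeq2 and 0.00193 from limma-voom. Cps1, a hepatocyte marker among the lists set before the data were examined, was also lower there, with 49 ± 17.4 and 13.2 ± 9.04 CPM, a log2 fold change of -1.89 (SE 0.391, adjusted p = 0.0735 from edgeR). Prelp, a fibroblast marker, had 32.0 ± 7.96 and 11.4 ± 5.56 CPM, a log2 fold change of -1.49 (SE 0.338, adjusted p = 0.152 from edgeR). Csad, which makes hypotaurine, was at 125 CPM on casein and 251 on egg, a log2 fold change of 1.00 (SE 0.232, adjusted p = 0.155 from edgeR). Each of these 4 genes lay on the same side of the casein median in 6 of 6 rats on egg. Aqp1 and Slc12a3 of kidney were highest in the VAT-labelled table, with medians of 1121 and 215 CPM. Its markers thus point away from fat, and the lower Spp1 may not belong to visceral fat.
Spp1 passed edgeR's test without animal 3, 8, 9 or 10 (adjusted p = 0.0417, 0.0254, 0.0445 and 4.4e-04), Cps1 without animal 5 or 7 (0.0113 and 0.0451) and Prelp without animal 10 (0.0405). The diet effect on Spp1 in VAT minus that in PFC was -2.80 (adjusted p = 0.376 from edgeR's interaction test) and -3.37 with the rat as a block (adjusted p = 0.00649). The interaction was -2.24 for Cps1 (adjusted p = 0.0413, and 0.0849 with the block) and 1.66 for Csad (0.0463, and 0.0530 with the block).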

### microRNA Sequencing Differential Expression

Differential expression analyses of microRNAs identified six upregulated microRNAs and 10 downregulated microRNAs across all four tissues based on non-*adjusted p* < 0.05 (Supplementary Table 5). 

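Small RNA of the same rats and tissues was sequenced in 48 libraries. The authors counted microRNAs with smallrnaseq, which aligns reads with Bowtie, and deposited whole-number counts. The total count per library in PFC was 294445 to 2093706 (median 823862) on casein and 601339 to 1292861 (median 858429) on egg. In VAT it was 540730 to 1536300 (median 960387.5) on casein and 44390 to 1413406 (median 885014) on egg, animal 12 being the lowest. In liver it was 845543 to 1761884 (median 1134191.5) and 861704 to 1870868 (median 1255675), and in kidney 187169 to 1345947 (median 484934) and 291984 to 636223 (median 458334). The most abundant microRNAs of PFC and liver were those known from these tissues: miR-9a-5p, a neuronal microRNA, made up a median of 23.3% of PFC counts, and miR-122-5p, a hepatocyte microRNA, 35.3% of liver counts. miR-10b-5p made up 50.1% in VAT and 29.0% in kidney.
The deposited tables hold 91 microRNAs in PFC, 64 in VAT, 52 in liver and 58 in kidney, and edgeR tested all of them. In liver miR-21-5p had a log2 fold change of -0.56 (SE 0.158, unadjusted p = 0.00405 from edgeR). In VAT miR-140-3p had a log2 fold change of -1.02 (SE 0.349, unadjusted p = 0.0124), miR-125b-5p -1.19 (SE 0.484, p = 0.0291) and miR-191a-5p -0.78 (p = 0.0262), all from edgeR. In PFC let-7e-5p had a log2 fold change of 1.26 (SE 0.521, p = 0.0302), miR-136-3p -1.83 (p = 0.0282) and miR-486 -0.65 (p = 0.0456), and in kidney miR-125a-5p had -1.17 (SE 0.501, p = 0.0369), from edgeR. At an unadjusted p under 0.05, 1 microRNA was higher and 2 lower in PFC, 4 were lower in VAT, 2 in liver and 1 in kidney. DESeq2 called 3 higher and 2 lower in PFC, 1 and 4 in VAT, 1 and 2 in liver and 0 and 1 in kidney.
Several of these unadjusted calls were lost without single rats, in fits that also computed the scaling anew. Without animal 9, miR-136-3p had a log2 fold change of -0.07 (p = 0.765) and miR-125a-5p -0.50 (p = 0.176), and the numbers lower in PFC, VAT and kidney were 0, 1 and 0 in place of 2, 4 and 1. Without animal 2 let-7e-5p had a log2 fold change of 0.56 (p = 0.172), and it also missed without animal 9 or 11 (p = 0.0598 and 0.0523). miR-21-5p missed without animal 3 (p = 0.108), miR-191a-5p without animal 2, 5 or 9 (p = 0.0551, 0.0693 and 0.0885), and miR-125b-5p without animal 9 (p = 0.103) or animal 2, 4, 5, 10 or 12 (p = 0.0510 to 0.0582). miR-136-3p also missed without animal 2, 5 or 12, miR-125a-5p without animal 2, 4, 5, 6, 8 or 12, and miR-486 without any 1 of 10 animals. miR-140-3p passed without each of the 12 animals in turn. In PFC the number higher was 7 without animal 3 or 5, 6 without animal 12, 2 without animal 6 and 0 without animal 2, 9 or 11. The number lower there was 7 without animal 7, 6 without animal 11, 1 without animal 3, 4, 5, 8 or 10 and 0 without animal 2 or 12. In VAT 1 was lower without animal 2 or 5 and 2 without animal 4, and in liver 3 were higher and 0 lower without animal 3. In VAT 1 was higher without animal 2, 3, 5, 8, 10 or 12, in liver without animal 10 and in kidney without animal 11, and 2 were lower in kidney without animal 10.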

No microRNAs survived multiple testing correction with FDR correction at 5% value (Supplementary Table 2). miRNAs largely changed in a tissue specific manner, but two miRNAs changed in multiple tissues including miR-10b-5p which was downregulated in both the VAT and PFC (non-adjusted; *p* = 0.03 and *p* = 0.02, respectively) and miR-192-5p which was downregulated in both the liver and PFC (non-adjusted; *p* = 0.02 and *p* = 0.05, respectively).

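miR-10b-5p, encoded in the HoxD cluster, was lower on the whole egg diet by a log2 fold change of -0.51 in VAT (SE 0.232, unadjusted p = 0.0463 from edgeR). In PFC it had 34034 ± 48764 CPM on casein and 13981 ± 3677 on egg (SD, n = 6 each), a log2 fold change of -1.28 (SE 0.684, unadjusted p = 0.0826 from edgeR and 0.0505 from DESeq2). In the PFC library of animal 9 (casein) it made up 13.8% of microRNA counts, against a median of 1.5% over the 12 rats, and without that animal the log2 fold change was -0.04. miR-10a-5p in PFC had a log2 fold change of -1.35 (p = 0.0834 from edgeR, 0.0458 from DESeq2), and also -0.04 without animal 9. miR-192-5p, a microRNA of epithelia and hepatocytes, fell in liver from 131195 ± 10587 CPM to 105077 ± 6735, a log2 fold change of -0.32 (SE 0.0855, unadjusted p = 0.00284 from edgeR). In PFC its log2 fold change was -0.80 (SE 0.427, unadjusted p = 0.0843 from edgeR), and -0.23 without animal 9.
None of the 4 tables had a microRNA past BH adjustment in edgeR's test, the smallest adjusted p being 0.590 in PFC, 0.593 in VAT, 0.105 in liver and 0.978 in kidney, and DESeq2 also called 0 after adjustment. In PFC miR-10b-5p, miR-10a-5p and miR-192-5p passed the unadjusted threshold without animal 11 (p = 0.0259, 0.0258 and 0.0224 from edgeR). The VAT difference in miR-10b-5p did not pass without animal 1, 2, 4, 5, 6, 7, 9 or 12 (p = 0.0579, 0.0859, 0.0690, 0.17, 0.0530, 0.0760, 0.119 and 0.127 from edgeR). The liver difference in miR-192-5p had a log2 fold change of -0.06 without animal 3 (p = 0.613 from edgeR), and its p was 0.0569 with DESeq2's size factors in edgeR. Leaving out a rat also computed the TMM scaling anew, and the liver factors ran from 0.739 to 1.31 over the 12 rats. The shift may thus reflect scaling as well as the level in animal 3.

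**Figure D4:**
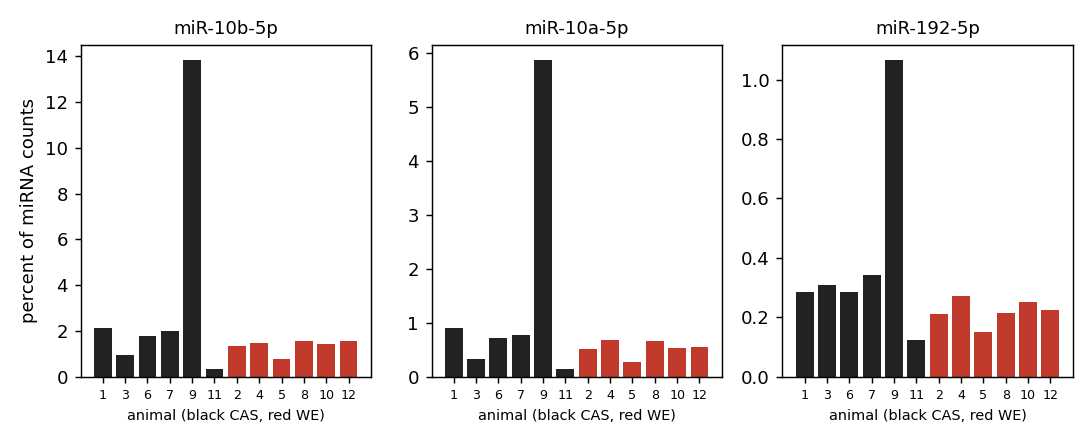
Share of microRNA counts, in percent, held by miR-10b-5p, miR-10a-5p and miR-192-5p in the PFC library of each rat. Each bar is 1 library, and the bars of animal 9 (casein) stand above those of the other rats.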

### microRNA Gene Target Analysis

To gain a better understanding of the possible regulatory role of miRNAs, all 16 differentially expressed microRNAs (Supplementary Table 5) were mapped against their putative human genetic targets using miRPath, and cross-referenced against the DEGs in the corresponding tissue (Supplementary Table 3). Based on this mapping, three miRNAs were identified whose predicted target genes which were also differentially expressed in response to diet in the corresponding tissues (Table 2). These included miR-10b-5p which was downregulated in the PFC. Its corresponding predicted target, Arrestin Domain Containing 3 protein (ARRDC3), was upregulated. miR-192-5p was also suppressed in the PFC with nine putative targets which were upregulated. These included: SPC Membrane Recruitment Protein 1 (Amer 1), Fatty Acid Binding Protein 3 (Fabp3), Protocadherin 17 (Pcdh 17), FERM Domain Containing 4B (Frmd4b), Kinesin Family Member 1B (Kif1b), Collagen type V alpha 1 chain (Col5a1), zinc finger protein 36, C3H type-like 1 (Zfp3611), NIPA Like Domina Containing 1 (Nipal 1), and Sorting Nexin 33 (Snx33, Table 2). 

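Arrdc3, an arrestin-like adaptor that takes part in the sorting of beta-adrenergic receptors, had 4.07 ± 1.67 CPM on casein and 10.2 ± 3.55 on egg in the libraries labelled PFC (SD, n = 6 each). Its log2 fold change was 1.35 (SE 0.339, unadjusted p = 9.65e-04 and adjusted p = 0.275 from edgeR, adjusted p = 0.0194 from DESeq2), above the casein median in 5 of 6 rats. Across the 12 rats Arrdc3 and miR-10b-5p of PFC had a Pearson r of -0.26 (permutation p = 0.437) and a Spearman rho of -0.24 (permutation p = 0.458), on log2 CPM. Without animals 9 and 11, the farthest from the median of miR-10b-5p, r was -0.03. This was 1 of 16 microRNA and target relations examined, and its BH-adjusted p was 0.662. Marker genes of the PFC-labelled gene table point away from brain, while miR-9a-5p led the PFC microRNAs. The 2 tables may thus hold different tissues, so these correlations cannot decide on a target relation. The paper pairs microRNAs with predicted targets among its changed genes, and it states that Arrdc3 was the target most relevant to the traits it had seen in Zucker Diabetic Fatty rats.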

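Amer1, a membrane adaptor of Wnt signalling, was at 1.87 CPM on casein and 4.35 on egg in the libraries labelled PFC (means, n = 6 each), a log2 fold change of 1.24 (SE 0.442, unadjusted p = 0.0123 and adjusted p = 0.836 from edgeR, higher in 5 of 6 rats). Frmd4b, a scaffold protein, had a log2 fold change of 0.87 (unadjusted p = 0.0542 from edgeR), Nipal1, a magnesium transporter, 0.64 (p = 0.0765) and Kif1b, an axonal motor, 0.46 (p = 0.0532). Snx33, a sorting nexin, had 0.43 (p = 0.0859) and Zfp36l1, which marks messages for decay, 0.41 (p = 0.0699), each with an adjusted p of 0.991. Fabp3, Pcdh17 and Col5a1 were under the count filter, at 0.687, 0.989 and 0.459 CPM on casein and 1.78, 2.25 and 1.27 CPM on egg. The miR-192-5p target list, of which 10 genes were measured, did not pass camera (adjusted p = 0.324), and the study chose it on these libraries. Across the 12 rats miR-192-5p and Amer1 had a Pearson r of -0.33 (permutation p = 0.286) and a Spearman rho of -0.59 (permutation p = 0.0475), and with Frmd4b r was -0.33 (permutation p = 0.290) and rho -0.64 (permutation p = 0.0275). With Taok1 r was 0.55 (permutation p = 0.0594) and rho 0.76 (permutation p = 0.00546), and with Mylk r was 0.44 (permutation p = 0.143) and rho 0.72 (permutation p = 0.00975). None of the 16 relations passed BH adjustment (smallest adjusted p = 0.475 from Pearson and 0.0780 from Spearman). As for Arrdc3, the gene and microRNA tables labelled PFC may hold different tissues, so the relations cannot decide on targets.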

Additional gene targets of miR-192-5p in the PFC and miR-125b-5p in the VAT were predicted, but did not follow traditional patterns of miRNA regulation as they and the miRNAs were all down regulated (Table 2).

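Of the targets with a negative fold change in the libraries labelled PFC, Taok1, a stress-activated kinase, had a log2 fold change of -0.54 (unadjusted p = 0.0313 from edgeR), Blcap -0.51 (p = 0.0235), Mylk, the myosin light chain kinase, -0.46 (p = 0.0279) and Pdhb, a subunit of pyruvate dehydrogenase, -0.44 (p = 0.0718). None passed BH adjustment. In the libraries labelled VAT, Parm1 had 99.3 ± 38.4 CPM on casein and 34.3 ± 17.3 on egg (SD, n = 6 each), a log2 fold change of -1.53 (SE 0.338, adjusted p = 0.124 from edgeR and 0.0104 from DESeq2, lower in 6 of 6 rats). Dnajc14, a cochaperone of the endoplasmic reticulum, had 57.3 ± 11.7 and 28.3 ± 12.7 CPM, a log2 fold change of -1.001 (SE 0.295, adjusted p = 0.554 from edgeR, lower in 6 of 6 rats). Without animal 9, Parm1 passed (adjusted p = 0.0448 from edgeR).
Parm1 and miR-125b-5p of VAT had a Pearson r of 0.61 (permutation p = 0.0362) and a Spearman rho of 0.58 (permutation p = 0.0519) across the 12 rats, and r was 0.30 within diets and 0.64 without the 2 rats farthest in miR-125b-5p. For Dnajc14 r was 0.44 (permutation p = 0.156), and 9 of the 16 relations had an r below 0. Marker genes of the VAT-labelled gene table point away from fat, so its genes may not share a tissue with the VAT microRNAs.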

**Table 2:** Differentially expressed miRNAs and putative target genes in the PFC and VAT of Sprague Dawley rats fed dietary whole egg vs. casein^a^.

**MicroRNA (Log2fold change)**	**Tissue**	**Rat symbol**	**Log2fold change**	**Log fold change**	**Non-adj *p*-value**	**Human GeneID**
miR-10b-5p (−1.35)	PFC	Arrdc3	1.36E+00	1.85E+00	1.96E-05	ARRDC3
miR-192-5p (−0.82)	PFC	Amer1	1.26E+00	1.58E+00	2.81E-03	AMER1
		Blcap	−4.96E-01	−2.46E-01	1.10E-02	BLCAP
		Mylk	−4.61E-01	−2.12E-01	1.16E-02	MYLK
		Fabp3	1.33E+00	1.78E+00	1.64E-02	FABP3
		Taok1	−5.43E-01	−2.95E-01	1.74E-02	TAOK1
		Pcdh17	1.21E+00	1.46E+00	2.01E-02	PCDH17
		Frmd4b	8.81E-01	7.76E-01	2.62E-02	FRMD4B
		Kif1b	4.56E-01	2.08E-01	3.37E-02	KIF1B
		RGD1560010	−5.31E-01	−2.82E-01	3.72E-02	C4orf46
		Col5a1	1.41E+00	2.00E+00	4.17E-02	COL5A1
		Zfp36l1	4.13E-01	1.71E-01	4.86E-02	ZFP36L1
		Nipal1	6.36E-01	4.05E-01	5.19E-02	NIPAL1
		Pdhb	−4.43E-01	−1.96E-01	5.49E-02	PDHB
		Snx33	4.25E-01	1.81E-01	5.88E-02	SNX33
miR-125b-5p (−1.18)	VAT	Parm1	−1.50E+00	−2.24E+00	4.19E-06	PARM1
		Dnajc14	−9.69E-01	−9.39E-01	4.79E-04	DNAJC14

a *All target comparisons were made through mirPath*.

### Serum microRNA Refeeding Analysis

There was no significant effect of dietary treatment on serum microRNA at 0, 2, 4, 6, or 8 h immediately following refeeding based on multiple testing corrective measures using FDR adjusted *p* < 0.05 (data not shown).

### Principal Component Analysis (PCA) and Hierarchical Clustering

To examine the similarity between transcriptomic profiles, low expression genes across all tissues were filtered and data illustrated in a PCA, as shown in Figure 2A. 

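On log2 CPM of the genes kept, the first principal component held 38.8% of the variance in the libraries labelled PFC, 19.0% in VAT, 23.2% in liver and 29.4% in kidney. The distance between the means of the 2 diets on the first 3 components was 27.3 in PFC, against a median of 26.1 and a maximum of 39.0 over all 462 ways to part the 12 rats into 2 groups of 6 (exact permutation p = 0.392). In VAT it was 31.8 against a median of 27.9 (exact permutation p = 0.288), and in liver 29.6 against 26.6 (exact permutation p = 0.420). In kidney it was 9.39, below the median of 18.3 (exact permutation p = 0.939). With the 500 most variable genes in place of all genes, the exact permutation p in VAT was 0.0498.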

The PCA plots indicate that these rat samples cluster by diet (WE vs. CAS). Subsequently, the top DEGs were visualized using a hierarchical clustering heatmap for each tissue that displays distinct differential expression patterns according to each diet, as shown in Figures 2B–D. To visualize the magnitude of log-fold changes, all DEGs were plotted for each corresponding tissue using volcano plots. 

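Among all genes tested in the libraries labelled PFC, whether past the threshold or not, the log2 fold change was above 0 for 4675 and below 0 for 3918. In VAT it was above 0 for 4048 and below 0 for 4355, in liver for 4926 and 3798, and in kidney for 4518 and 5092.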

Generally an equal distribution of both up and down regulated genes were observed in each tissue in response to WE diet. Very few genes were differentially expressed at greater than 2 log_2_ (Fold Change) in either a positive or negative direction (Figure 3A, Liver; Figure 3B, VAT; Figure 3C, PFC).

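In the libraries labelled PFC, 7 of the genes tested had a log2 fold change beyond 2 in either direction, and 6 of them passed edgeR's test with BH adjustment: the sterol and lipid enzymes Sqle, Idi1, Fads1 and Cyp51 on the lower side and Hdc and Inmt on the higher. In VAT 11 genes were beyond 2 and 2 of them passed, Akr1c14 and ENSRNOG00000007243, both lower. In liver 36 were beyond 2 and none passed edgeR's test, and in kidney none was beyond 2. In the authors' deposited table, calls beyond 2 numbered 7 in PFC, 3 in VAT and 2 in liver.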

**Figure 2:**
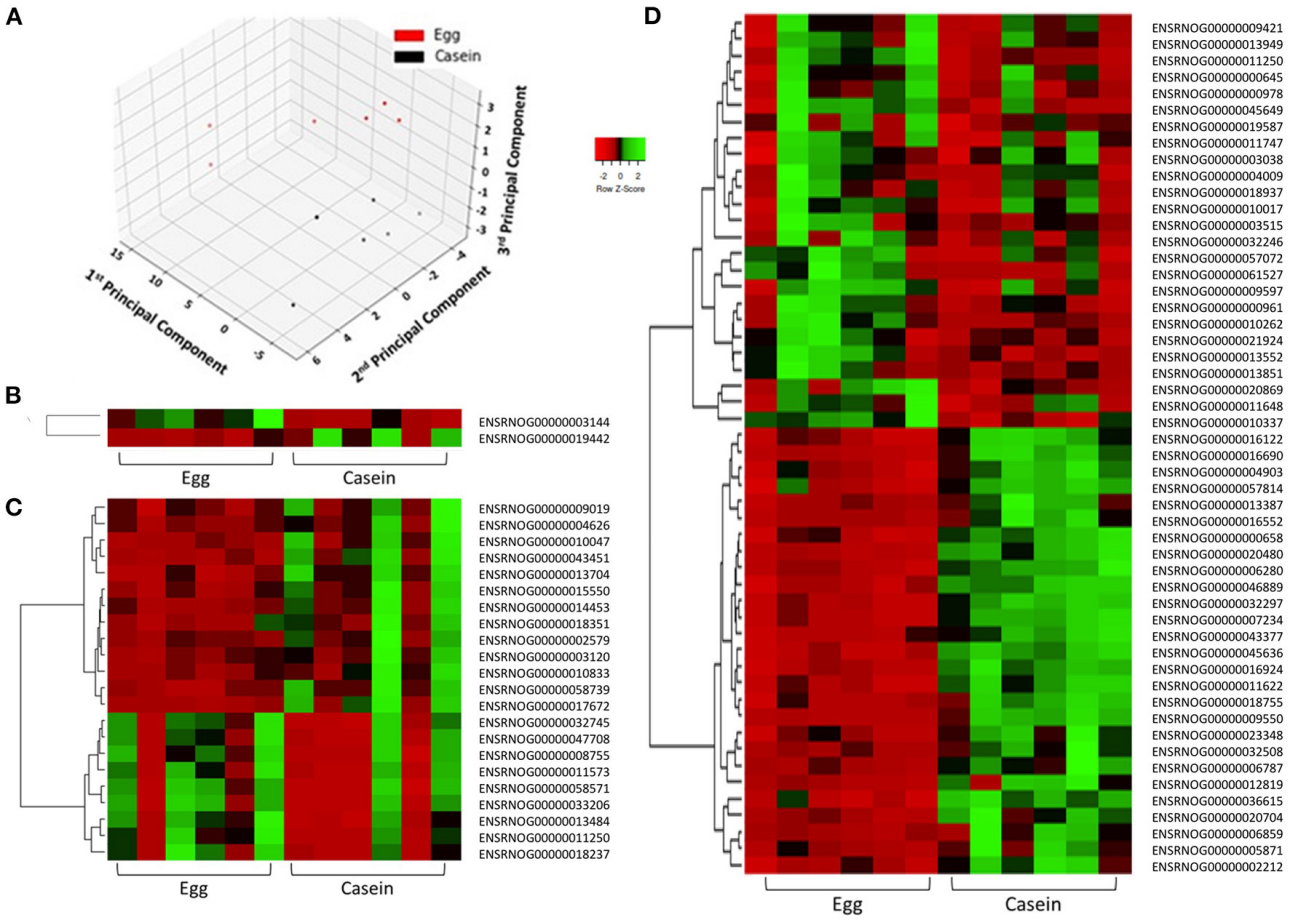
Principle component analysis demonstrates distinct separation of samples according to dietary intervention. Samples are colored in red (WE) or black (CAS, **A**). Differentially expressed genes in response to dietary intervention in: liver **(B)**, visceral adipose tissue **(C)**, and prefrontal cortex **(D)** of Sprague Dawley rats demonstrates individual and group transcriptomic response to diet using Pearson correlation coefficients (row *z*-score scale is indicated −2 Red, 0 Black, and 2 Green).

**Figure 3:**
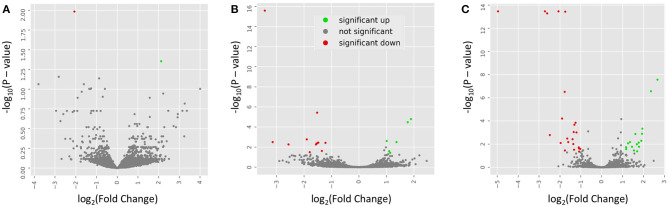
Volcano plots indicate the directionality of significant differentially expressed genes. Genes upregulated (green) or downregulated (red) by whole egg consumption, correspond to a 1.0 decrease or increase in log_2_ fold change with a log_10_ *P* > 1.0. Each panel corresponds to a tissue: **(A)** liver; **(B)** visceral adipose tissue; and **(C)** prefrontal cortex.

### qRT-PCR Validation

To validate the RNAseq data, five DEGs were randomly selected for qRT-PCR analysis across each tissue. The PCR gene expression validation data are contained in Supplementary Figure 2. suggesting that RNAseq and PCR results followed the same relative fold trend for each corresponding gene that was validated. A value of 1 indicates no fold change where as those values above the line indicate an increase in fold change and those below indicate a decrease.

### Food Intake and Body Weight Gain

Descriptive data indicated no significant effect of dietary treatment on food intake or total energy intake throughout the study (data not shown). Additionally, there was no statistically significant effect of dietary treatment on final body weight or cumulative body weight gain at 9 week of age after 2 weeks and 3 days on the WE diet. There were also no significant differences in organ weights following tissue collection except for the liver, where rats on the WE-based diets had 16% increased relative liver weight (*p* < 0.01).

## Discussion

Specific egg components, such as hen egg lysozymes, have been previously studied in altering gene expression in pig intestinal tissues (28), but very little information is known about how dietary WE affects endogenous gene expression across specific tissues. The beneficial role of a WE-based diet in maintaining vitamin D status and modulating adverse phenotypic outcomes in both a type 1 diabetes (T1D) and type 2 diabetes (T2D) animal models has been consistently demonstrated (12, 29); however, we have not investigated how WE consumption modulates gene expression in a standard rodent model. RNA-sequencing is a powerful tool that can elucidate the influence of dietary patterns at the level of the transcriptome. It is important to examine the global effects of WE consumption in a healthy rodent model to better understand the pathways that link WE and chronic diseases like type 2 diabetes. By assessing the genes that are influenced by WE, we can contribute to scientifically sound intervention strategies using dietary WE as a means of disease mitigation. In this study, next generation sequencing revealed that consuming WE for 2-weeks significantly modified the expression of 76 different genes across the PFC, liver, and VAT.

In the PFC, where the largest number of genes were changed, the top three enriched GO pathways were cholesterol biosynthetic process, fatty acid biosynthetic process and oxidation-reduction process. A genetic network of 16 genes highly represented in the cholesterol biosynthetic process and lipid metabolism were all down regulated. In addition, we found a large number of genes (9/12) in the oxidation-reduction process pathway to be downregulated. Dysregulation of oxidation-reduction pathways is a common thread in dementia, and modulation of this pathway is thought to be important in brain health (30). The observed reduction in expression of oxidation-reduction pathway genes in our study could be due to the high choline content of WE. Recently, associations have been observed between dietary choline intake and reduced risk of incident dementia and improved cognitive performance (31). One gene found to be highly down regulated in the oxidation-reduction pathway was Squalene epoxidase (Sqle), a rate-limiting gene in the sterol biosynthesis pathway (32), which was significantly downregulated (−31-fold) within the PFC of rats fed WE-based vs. CAS-based diets. 

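Sqle (ENSRNOG00000009550), which oxidizes squalene to its epoxide, had 11.8 ± 4.02 CPM on casein and 0.339 ± 0.364 on egg in the libraries labelled PFC (SD, n = 6 each). This is a log2 fold change of -4.87 (SE 0.508, adjusted p = 2.4e-04 from edgeR with BH adjustment), 29.2-fold lower, and below the casein median in 6 of 6 rats on egg. The counts on egg were few, and 2 of the 6 libraries had none, so the fold is known less well than the direction. Sqle passed the count filter only through the 6 casein libraries. Without any 1 of these, animals 1, 3, 6, 7, 9 and 11, it was left out of the test, and without any 1 of the egg libraries it passed. The diet effect in the libraries labelled VAT minus that in PFC was 4.42 (adjusted p = 0.00226 from edgeR's interaction test).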

Sqle is important for steroidal synthesis, and previous studies have demonstrated that ablation of Sqle may disrupt tumorigenesis, owing to blunted cholesterol biosynthesis (33). Moreover, the dysregulation of Sqle has been observed during the onset of diabetes (34, 35). Ge et al. (36) indicated a significant upregulation in the expression of Sqle, as well as an abundance in the protein in a chemically-induced diabetic animal model (37). Interestingly Ding et al. (35), conducted a cross-sectional study in an obese population of men, examining the relationship between body mass index and DEGs. They reported the close association between body mass index and increased expression of Fads1, Sqle, Scd, Cyp51a1, whereas in a weight-loss intervention study, Sqle expression was significantly reduced. Similar to these findings, we observed downregulation of Fads1 and Sqle in animals fed the WE- as compared to the CAS-based diets. 

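Cyp2c22, a cytochrome P450 of the liver that acts on retinoic acid, had 534 ± 148 CPM on casein and 1553 ± 839 on egg in the libraries labelled PFC (SD, n = 6 each). Its log2 fold change was 1.54 (SE 0.423, adjusted p = 0.395 from edgeR and 0.0491 from DESeq2, higher in 5 of 6 rats). Animal 12 (egg) had 158 CPM, and without it the log2 fold change was 1.78 with an adjusted p of 1.3e-04 from edgeR. Cyp4a1, a fatty acid omega-hydroxylase under PPAR alpha, had 108 ± 54.8 CPM on casein and 329 ± 142 on egg, a log2 fold change of 1.61 (SE 0.354, adjusted p = 0.134 from edgeR and 0.00343 from DESeq2, higher in 6 of 6 rats). The effect on Cyp4a1 in VAT minus that in PFC was -2.09 (adjusted p = 0.441 from edgeR's interaction test), and -2.36 with the rat as a block (adjusted p = 0.0291). Both genes belong to P450 families whose members may share reads, so their levels are uncertain.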

A small number of genes included in the oxidation-reduction pathway were upregulated including two cytochrome P450 genes, Cyp2c22, and Cyp4A1 in the PFC of the animals fed WE- vs. CAS-based diets. While additional research is needed, CYPS are known to play a role in susceptibility to neurotoxins, and the risk of developing certain CNS diseases (38).

In the VAT, functional annotation of the DEGs to GO terms indicated a significant enrichment of genes involved in the glutathione S-transferase (GST) activity pathway including glutathione S-transferase zeta 1 (Gstz1), glutathione S-transferase A3 (Gsta3), and glutathione S-transferase pi 1 (Gstp1), which were upregulated 1.9-, 2.6-, and 3.7-fold, respectively, in the VAT of the Sprague Dawley animals fed WE-based diets. Previously, it was reported that deficiency of glutathione-related pathways alters antioxidant responses (39), suggesting that our data may indicate an upregulation of the catalytic GST enzymes, which function in glutathione conjugation for detoxification reactions, with WE consumption providing protection against oxidative stress. In a recent study, a Gstp1 polymorphism was associated with increased glucose intolerance and greater androgen production in non-obese women with polycystic ovary syndrome (40). Moreover, the literature indicates that dysregulated GST production has been implicated in conditions of obesity and T2D (41). It was previously reported that glutathione metabolism is regulated by egg yolk peptide consumption in a porcine model of oxidative stress (42), while in Zucker Diabetic Fatty rats WE consumption led to an upregulation in 14 GST-related enzymes across numerous tissues (43). In a meta-analysis of clinical studies with long-term egg consumption, there were no observed effects of WE consumption on blood inflammatory markers (44). Other researchers have reported elevations in endothelial and arterial inflammation from WE consumption (45) and some report vascular inflammation to be exclusive to egg white consumption and not WE (46, 47). It is important that we examined these differences in gene expression, as we identified upregulation not only in VAT, but also observed an increase of glutathione S-transferase mu 2 (Gstm2) expression in the PFC of rats fed WE-based diet. These are important considerations, as the data from clinical trials regarding WE consumption on inflammation-mediated cardiovascular disease are nuanced and remain contradictory (7, 48–50). 

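Gstm2, a mu-class glutathione transferase, had 93.2 ± 13.0 CPM on casein and 179 ± 37.8 on egg in the libraries labelled PFC (SD, n = 6 each), a log2 fold change of 0.94 (SE 0.189, higher in 6 of 6 rats). Its adjusted p was 0.0811 from edgeR and 3.3e-04 from DESeq2, and without animal 12 it passed edgeR's test (adjusted p = 0.0156). The 4 measured glutathione transferases were higher as a list there (adjusted p = 0.00417 from camera, 0.0198 with an estimated correlation), with 0 past edgeR's test over all genes and 1 higher when adjusted over the list alone. In the libraries labelled VAT, Gstm2 was at 15.7 ± 5.07 CPM on casein and 27.0 ± 4.82 on egg, a log2 fold change of 0.73 (SE 0.304, adjusted p = 0.937 from edgeR). The paper named Gstm2 from the libraries labelled PFC, so its part in the list is not independent evidence, and the other 3 from those labelled VAT.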

When specifically examining genes associated with disease we identified SPP1 which was down regulated 8.8-fold in VAT after consumption of the WE diet. SPP1 also known as Osteopontin is an inflammatory cytokine which is highly upregulated in obesity and has been shown to be a key player for local adipose tissue macrophage proliferation which underlies insulin resistance and type 2 diabetes (51). Importantly Osteopontin has been found to be required for the early onset of high fat diet-induced insulin resistance in mice (52). The down regulation of this gene may account for some of the benefits observed in longer term consumption of WE diet in the Zucker Diabetic Fatty Rats (12, 13) and requires further mechanistic study.

To better understand what may be driving the changes in gene expression in response to WE diet, we performed small RNA sequencing to examine miRNAs. Previous research by Zempleni et al. has reported robust findings for meaningful dietary microRNA absorption from milk and egg sources. They report a postparandial increase in plasma miRNAs in humans suggesting biological value of dietary-derived microRNAs on downstream target genes (53, 54). While it is controversial whether dietary consumption directly influences circulating microRNA status (55), using a more highly processed whole egg product, we did not observe any serum changes in circulating microRNAs between the two dietary treatments in the 8 h post meal consumption. However, we hypothesized that over a longer period of diet consumption, the tissue microRNA profile may change due to diet; thus, we examined the microRNA expression changes in rats following a 2-week consumption period.

Six upregulated and ten down regulated miRNAs were identified across all tissues profiled. However, when the miRNAs putative gene targets were cross-referenced against the differentially expressed genes within each respective tissue, only three microRNAs had putative targets which were also changed in expression. Of these three, two were identified in the PFC (miR-10b-5p and miR192-5p) and one was in the VAT (miR-125b-5p) all three miRNAs were down regulated. ARRDC3, a target gene for miR-10b-5p exhibited a ~1.9-fold change as a result of WE consumption with a non-adjusted *p*-value of (*p* = 0.027) was the most relevant to observed phenotypes in our work with the Zucker Diabetic fatty rats. The biological significance of ARRDC3 has been examined in both human and animal studies (56, 57). It has been suggested that ARRDC3 is critically involved in obesity and energy expenditure, owing to its function in fat pad development and role in thermoregulation (58). Although there are no mechanistic studies to date examining the direct role of miR-10b-5p on ARRDC3 as it relates to obesity or subsequent diseases, to date, one study explored the association between miR-10b-5p in children with obesity (59). In a population of normal weight and overweight or obese adolescents, they assessed circulating microRNAs and identified that miR-10b-5p is an obesity-associated microRNA, as it highly correlated with body mass index *z*-scores (59). Based on our consistent results of WE consumption on reduced weight gain during type 2 diabetes, the results of this study could provide insight into the mechanisms involved in weight reduction. Future mechanistic studies exploring the relationship between miR-10b-5p, ARRDC3 as it relates to obesity, and type 2 diabetes are warranted.

There are several strengths and limitations to consider in our research study. Given the limited data on the mechanisms related to whole egg consumption and disease, our profiling experiments provide valuable data on the altering effects of whole egg consumption on gene expression. Data of this magnitude will help better define target pathways and genes that may be used to further examine the influence of nutrition on disease progression. Limitations such as the duration of dietary intervention should be noted. Furthermore, our functional pathways analysis does have limitations. The first being that pathway analysis does not account for the tissue- and cell-specific function of genes in a given pathway. Additionally, not all gene variants are represented in pathway analysis tools, limiting the scope of tissue specificity in related pathway changes.

### Conclusion

In this study, we examined the effects of consuming a WE-based diet for 2 weeks on gene expression across multiple tissues in healthy rats. Our main results revealed 76 novel DEGs across the PFC, liver, VAT, and kidney transcriptomes. For VAT, GO analyses highlighted that glutathione metabolism was upregulated by WE consumption. Furthermore, SPP1 was identified to be highly down regulated in the VAT after WE consumption and should be further explored as it relates to outcomes of WE consumption and Diabetes. In the PFC, a large network of genes from the cholesterol biosynthetic and lipid metabolic process were all down regulated in the PFC. In addition, multiple genes involved in the oxidation-reduction process in the PFC were also altered by WE consumption. These results indicate that, even short-term, WE-based diets modulates the expression of genes. Together, these results may provide information for follow up in models where these genes and pathways are involved in the pathogenesis of disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc$=$GSE163193.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee (IACUC) at Iowa State University.

## Author Contributions

AB, JW, TD, MK, MR, SC, KS, and EM conceptualized the original research. AB, JW, and EM curated and analyzed the data. Methodology of the research studies was developed by KS, EM, AB, and JW. Investigation, experiments, and animal handling was performed by AB, JW, BV, and CC. The original draft of the manuscript was written and prepared by AB and JW. Funding acquisition, project administration and writing, reviewing, and editing was carried out by AB, JW, TD, MK, MR, SC, KS, and EM. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^*BBMap: A Fast, Accurate, Splice-Aware Aligner*. Available online at: https://escholarship.org/uc/item/1h3515gn (accessed January 28, 2020).

^2^*Ensembl genome browser 99*. Available online at: https://useast.ensembl.org/index.html (accessed March 25, 2020).

^3^*DAVID Functional Annotation Bioinformatics Microarray Analysis*. Available online at: https://david.ncifcrf.gov/home.jsp (accessed March 23, 2020).

## Supplementary Material

Supplementary Figure 1 Network of interactome representing STRING Network interactions of DEGs in specific tissues. Prefrontal Cortex **(A)** GO indicated enrichment of involved network genes in cholesterol biosynthetic process (FDR 4.96E^−16^) and lipid metabolic process (FDR 4.09E^−13^) and Visceral Adipose Tissue **(B)** GO indicated enrichment of involved network in Glutathione Transferase activity (FDR 5.1 E^−04^). Networks connected through “edge” lines with thickness represented by STRING confidence score. Colors in nodes represent gene expression changes, upregulated orange and downregulated blue. Red border indicates gene is identified in STRING network as a Diabetes associated gene.

Supplementary Figure 2 Fold change comparisons between qPCR and mRNA sequencing of several genes validating the directionality of sequencing results. Those above 1 indicate a fold increase in expression due to diet. Those below 1 indicated a decrease fold expression in relation to diet. Fold changes are significant at *p* < 0.05 unless otherwise indicated. Blue bars represent qPCR data and orange bars represent RNAseq data. Each tissue is indicated by different shading with the name of the tissue at the top. PFC, Prefrontal Cortex; VAT, Visceral Adipose Tissue; ns, not significant.

Supplementary Table 1 Primer sequence as used for qPCR.

Supplementary Table 2 Raw differentially expressed genes in the PFC, liver, adipose, and kidney.

Supplementary Table 3 List of significantly differentially expressed genes in the PFC, liver, adipose, and kidney.

Supplementary Table 4 Kegg pathway and gene ontology (GO) analysis.^a,b^.

Supplementary Table 5 Differentially expressed microRNAs between Sprague Dawley rats fed dietary whole egg compared to casein control.

## Nomenclature

Akrc1, aldo-keto reductase family

CAS, casein

Cyp51, Lanosterol 14α demethylase

DAVID, Database for Annotation, Visualization and Integrated Discovery

DEGs, differentially expressed genes

DMT, N,N-dimethyltryptamine

FDR, false discovery rate

GO, gene ontology

GST, glutathione S-transferase

GSTP1, glutathione S-transferase pi 1

GSTZ1, glutathione S-transferase zeta 1

INMT, indolethylamine N-methyltransferase

KEGG, Kyoto Encyclopedia of Genes and Genomes

KNN, K-nearest-neighbor

PCA, Principal Component Analysis

PFC, prefrontal cortex

RIN, RNA integrity number

SAM, S-Adenosyl-methionine

Sqle, Squalene epoxidase

T1D, type 1 diabetes

T2D, type 2 diabetes

TMM, trimmed mean of M values

VAT, visceral adipose tissue

WE, whole egg

# Supplementary material for: RNA Sequencing Reveals Key Metabolic Pathways Are Modified by Short-Term Whole Egg Consumption
**Source:** Front Nutr. 2021 May 10;8:652192. doi: 10.3389/fnut.2021.652192
**Supplement:** Supplementary Table 3 — List of significantly differentially expressed genes in the PFC, liver, adipose, and kidney.

**Supplementary Table 3.** List of Significantly Differentially Expressed Genes in the PFC, Liver, and Adipose^1^.

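The log2 fold changes and adjusted p-values of this table come from DESeq2, run by the authors on the counts of each tissue, and compare egg with casein, so a negative value is a lower level on egg. All 52 values listed for PFC, 22 for VAT and 2 for liver were found within 0.01 in the authors' deposited table of the same tissue name. Across genes, the log2 fold changes recomputed here with edgeR correlated with those deposited at r = 0.999 in PFC, 0.995 in VAT, 1.00 in liver and 0.997 in kidney, where genes are not independent replicates. All 8 genes called by edgeR in PFC, Sqle and Hdc among them, and 4 of the 5 called in VAT, Akr1c14 and Anxa5 among them, are in the list.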

^1^All genes were analyzed using DESeq2 for differential analysis; no DEGs were detected in the kidney

^2^Abbreviations used: L2FC, log2 fold change; PFC, prefrontal cortex; VAT, visceral adipose tissue

^3^Benjamini-Hochberg adjusted P-values controlling for false discovery rate at 5%, where P< 0.05 was considered significant.

**Supplementary Table 4.** Kegg Pathway and Gene Ontology (GO) Analysis Representing Mapped Functional Pathways for Pooled Tissue-Specific DEGs^a,b^.

| **Tissue** | | | **ID** | **Term** | **#** | ***p*-value** | **Gene Symbols** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **PFC** | | GO:0006695 | cholesterol biosynthetic process | 8 | 3.90E-13 | *Hmgcr, Hmgcs1, sterol isomerase, Nsdhl, Dhcr24, Idi1, Fdps* |  |
|  | GO:0006633 | fatty acid biosynthetic process | 6 | 1.10E-07 | *Scd, Acsm3, Acacb, Fasn, Acly, Msmo1* |  |  |
|  | GO:0055114 | oxidation-reduction process | 12 | 8.70E-07 | *17-beta, Scd, Hmgcr, Fads1, Fasn, Sqle, Cyp2c22, Cyp51, Nsdhl, Dhcr24, Cyp4a1, Msmo1* |  |  |
|  | GO:0016126 | sterol biosynthetic process | 4 | 5.10E-06 | *Insig1, Sqle, sterol isomerase, Msmo1* |  |  |
|  | GO:0008610 | lipid biosynthetic process | 4 | 8.00E-06 | *Scd, Fasn, Acly, Acss2* |  |  |
|  | GO:0008203 | cholesterol metabolic process | 5 | 2.30E-05 | *Pcsk9, Insig1, Sqle, Nsdhl, Dhcr24* |  |  |
|  | GO:0008299 | isoprenoid biosynthetic process | 4 | 2.30E-05 | *Hmgcr, Hmgcs1, Idi1, Fdps* |  |  |
|  | GO:0006084 | acetyl-CoA metabolic process | 3 | 1.50E-04 | *Acacb, Fasn, Acly* |  |  |
|  | GO:0006641 | triglyceride metabolic process | 4 | 1.70E-04 | *Pcsk9, Scd, Insig1, Dbi* |  |  |
|  | GO:0014070 | response to organic cyclic compound | 6 | 7.80E-04 | *Hmgcs1, Fads1, Acacb, Ephx1, Il1rn, Gstm2* |  |  |
|  | GO:0006637 | acyl-CoA metabolic process | 3 | 2.50E-03 | *Acsm3, Acot5, Dbi* |  |  |
|  | GO:0019932 | second-messenger-mediated signaling | 2 | 8.00E-03 | *Gck, Ptprn* |  |  |
|  | GO:0043588 | skin development | 3 | 9.90E-03 | *Arrdc3, Dhcr24, Dbi* |  |  |
|  | KEGG | Metabolic pathways | 23 | 9.50E-10 | *Gck, Hmgcs1, Acsm3, Acacb, Fasn, NADP, sterol isomerase, Sqle, Hdc, Acly, Acot5, Nsdhl, Cyp51, Acss2, Dhcr24, Idi1, Cyp4a1, Tkfc, Fdps, Hmgcr, Cyp2c22, Ivd, Msmo1* |  |  |
|  | KEGG | Biosynthesis of antibiotics | 12 | 1.60E-09 | *Gck, Hmgcr, Hmgcs1, NADP, Sqle, Acly, Acss2, Cyp51, Nsdhl, Idi1, Msmo1, Fdps* |  |  |
|  | KEGG | Steroid biosynthesis | 6 | 2.10E-08 | *Sqle, sterol isomerase, Cyp51, Nsdhl, Dhcr24, Msmo1* |  |  |
|  | KEGG | Terpenoid backbone biosynthesis | 4 | 1.40E-04 | *Hmgcr, Hmgcs1, Idi1, Fdps* |  |  |
|  | KEGG | Propanoate metabolism | 3 | 7.00E-03 | *Echdc1, Acacb, Acss2* |  |  |
|  | KEGG | Biosynthesis of unsaturated fatty acids | 3 | 7.50E-03 | *Scd, Fads1, Acot5* |  |  |

| **VAT** | GO:0004364 | glutathione Transferase activity | 3 | 5.10E-04 | *GSTA3, GSTP1, GSTZ1* |
| --- | --- | --- | --- | --- | --- |
|  | GO:1903825 | organic acid transmembrane transport | 2 | 4.80E-03 | *Slc17a3, Slc6a6* |
|  | GO:0044341 | sodium-dependent phosphate transport | 2 | 7.70E-03 | *Slc17a3, Slc34a2* |
|  | GO:0006817 | phosphate ion transport | 2 | 9.70E-03 | *Slc17a3, Slc34a2* |
|  | GO:0005436 | sodium:phosphate symporter activity | 2 | 6.70E-03 | *Slc17a3, Slc34a2* |
|  | GO:0015321 | sodium-dependent phosphate transmembrane transporter activity | 2 | 7.70E-03 | *Slc17a3, Slc34a2* |
|  | KEGG | Metabolic pathways | 6 | 8.70E-03 | *Cps1, Mthfd2, Csad, Ptgds, Gstz1, Acox1* |

1. Pathway analyses were determined via DAVID
2. Abbreviations used: GO, gene ontology; KEGG, Kyto Encyclopedia of Genes and Genomes; PFC, prefrontal cortex, PFC; and VAT, visceral adipose tissue
3. *p*-values represent the probability of genes in the list annotated to a particular GO or KEGG pathway term. Threshold set at p < .001.

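The fold changes of the microRNA table are on the log2 scale, egg over casein, and its p-values are not adjusted for the number of microRNAs tested. With that many tests at a threshold of 0.05, some microRNAs pass with no effect of the diet. Most names of mature microRNAs give the arm, as in miR-10b-5p, though some in the count tables, such as miR-486, give none.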

**Supplementary Table 5.** Differentially Expressed MicroRNAs between Sprague Dawley Rats Fed Dietary Whole Egg Compared to Casein Control.

| **Tissue** | **MicroRNA** | **Log2Fold** | **FDR non-adjusted P-value** |
| --- | --- | --- | --- |
| PFC Upregulated | rno-let-7e-5p | 1.339427 | 0.005181862 |
|  | rno-miR-30a-3p | 0.388272 | 0.029746435 |
|  | rno-miR-98-5p | 0.960443 | 0.035167986 |
| PFC Downregulated | rno-miR-10a-5p | -1.42826 | 0.025129776 |
|  | rno-miR-10b-5p | -1.35052 | 0.027749043 |
|  | rno-miR-29a-3p | -0.89674 | 0.03613351 |
|  | rno-miR-192-5p | -0.82033 | 0.057313629 |
| VAT Upregulated | rno-miR-221-3p | 0.8928 | 0.023787818 |
| VAT  Downregulated | rno-miR-140-3p | -1.01197 | 0.001986062 |
|  | rno-miR-125b-5p | -1.17509 | 0.007240392 |
|  | rno-miR-191a-5p | -0.7673 | 0.011564826 |
|  | rno-miR-10b-5p | -0.49055 | 0.033921745 |
| Liver Upregulated | rno-miR-30c-5p | 0.352427 | 0.027632486 |
|  | rno-miR-30d-5p | 0.32298 | 0.056044331 |
| Liver Downregulated | rno-miR-21-5p | -0.44345 | 0.003247421 |
|  | rno-miR-192-5p | -0.19144 | 0.021920638 |

^1^All miRNAs were analyzed using DESeq2 for differential analysis

^2^Abbreviations used: L2FC, log2 fold change; PFC, prefrontal cortex; and VAT, visceral adipose tissue.

^3^Benjamini-Hochberg adjusted P-values controlling for false discovery rate at 5%, where P< 0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

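Messenger RNA and small RNA were measured in PFC, VAT, liver and kidney of 12 male Sprague Dawley rats, 6 on the casein-based and 6 on the whole egg-based diet for 2 weeks, which gives 96 libraries, 48 of each kind. For the gene tables the authors made QuantSeq 3′ mRNA libraries, sequenced them on an Illumina HiSeq 3000, checked them with FastQC, trimmed them with BBDUK, aligned them to the Ensembl rat genome with STAR and deposited its raw count per gene. For the microRNA tables the authors aligned small RNA reads with Bowtie through smallrnaseq and deposited raw counts per microRNA. The authors also deposited comparison tables of egg against casein for each tissue, with the mean normalized count as a score, the log2 fold change and its standard error on the log2 scale, the test statistic as a score, and the p-value and adjusted p-value of DESeq2. The submitters' processing notes name DESeq and FastQC, with no version.

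Each count column was tied to its sample by tissue, library type and animal number, and its diet was read from the column heading, since the sample labels do not give diets. All libraries were used, and no column was left unassigned. Gene symbols were taken from Table 2 and Supplementary Table 3, which name 87 genes; the reference table of rat genes used here, of assembly GRCr8, holds none of the gene IDs, so other genes are given by ID or as numbers alone.

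From the counts, genes with at least 10 counts in at least 6 of the 12 libraries of a table were kept, scaled by TMM and tested with edgeR's quasi-likelihood test with robust dispersion (edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3). The threshold was a Benjamini-Hochberg (BH) adjusted p under 0.05. MicroRNAs were tested the same way and are given at an unadjusted p under 0.05, as in the paper, and after BH adjustment. CPM values use TMM-scaled library sizes. Where no count is far from 0 on egg, as for Sqle, the log2 fold change depends on the prior count. Gene lists were tested with limma's camera with a preset correlation of 0.01, and again with an estimated correlation, on log2 CPM with a prior count of 2, for lists with at least 3 measured members, with BH adjustment over the lists of a tissue. The 28 lists were fixed before the data were examined; the gene that the study prints as 17-beta in its oxidation-reduction group was joined to the row of that name afterwards. Only genes named by the paper's tables can be found in a list, so the lists hold genes picked by the study from these libraries. The difference of the diet effect between the PFC- and VAT-labelled libraries was tested by the interaction term over 24 libraries. Correlations of microRNAs and targets used 100000 permutations, tests between distance matrices 9999, and the principal components all 462 splits of the rats into 2 groups of 6. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

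The named genes are those the paper names, up to 10 genes of smallest p per tissue and direction, and up to 3 members of each list; the paper's values for the first of these had been seen beforehand. Marker levels were compared between tables as medians over the 12 libraries. A gene was called restricted to a table when its median was at least 50 CPM there and at most 1 CPM in the table it was looked for; its share there is the summed CPM of such genes as a percent of their summed medians in their own table.

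Libraries of different tissues with the same animal number come from the same rat by the labels, so the interaction and the comparison of tissues were also fitted with the rat as a block. Over all genes, deviations from the diet means of libraries of the same rat had a median correlation of -0.0369 to 0.0964 between tables. No library was found to be a copy of another in its table. The most alike of all pairs within a table, whatever their diets, had a chi-square per degree of freedom of 6.80.

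The precision was tested on simulated counts with the means and library sizes of each table and 200 changed genes. Of genes changed 4-fold, edgeR recovered 92% in PFC, 80% in VAT, 80% in liver and 97% in kidney, and of those changed 2-fold 28%, 9%, 15% and 61%. False calls were 7, 3, 2 and 7 by edgeR and 30, 10, 12 and 15 by DESeq2 in these tables. The interaction test recovered 59.5% of genes changed 4-fold, with 14 false calls. Most changes of 2-fold were thus missed in the simulated PFC, VAT and liver tables, though not in kidney. Alternatives were DESeq2's Wald test, limma-voom, DESeq2's size factors in edgeR, other count filters, a threshold of 0.01, the rat as a block, and leaving out each rat in turn, and 5 further alternatives were added after the data had been seen. Serum measures, food intake and quantitative PCR were not analysed here, and results for some genes are not reported here.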

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

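Of the tests in this part, those of the 5 tissue markers, of Ptprn and Ptgds, of an exchange on deposit, of the levels of 5 genes in the VAT-labelled libraries against shares of RNA and reads, and of mixing with VAT and kidney RNA in animal 9 were chosen after the results had been seen.

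The marker genes of the gene tables point away from the tissue names: Cps1 was highest under PFC, Aqp1 under VAT, Prelp under liver and Ptgds under kidney, while in the microRNA tables miR-9a-5p was highest in PFC and miR-122-5p in liver. The tables argue against correct names, since Cps1 of liver, Aqp1 and Slc12a3 of kidney, and Ptprn and Ptgds of brain were each at least 61.8 times higher in the median of another table than in the one named for that tissue, with no overlap of the libraries, against RNA of another tissue mixed into PFC dissections, since Ptprn and Ptgds, abundant in brain, stood at no more than 1.62% of their highest median in the PFC-labelled libraries, and against an exchange made only on deposit, since 100% of the PFC values of Supplementary Table 3 were found in the deposited comparison of that name. An exchange of tissue names before the study's tests stays open as a candidate explanation, which relations between the rats do not settle: distances between rats went with the microRNA table to which the markers point in 2 of 4 gene tables at an unadjusted p under 0.05 (Mantel rho 0.54 for VAT-labelled with kidney, permutation p = 0.0061, adjusted over 16 relations 0.0488, and 0.35 for liver-labelled with VAT, p = 0.0413, adjusted 0.150), but also between the PFC-labelled genes and VAT microRNAs (rho 0.66, permutation p = 0.0048, adjusted 0.0488), and liver-labelled genes with liver (rho 0.31, permutation p = 0.0145, adjusted 0.0773). The level of PFC-restricted genes in the liver-labelled libraries and miR-122-5p of VAT, which would share a source under such an exchange, had a Spearman rho of 0.30 (permutation p = 0.341, adjusted over 12 relations 0.904) and a Pearson r of 0.12 (permutation p = 0.703), and r was 0.32 without the 2 farthest rats, which does not decide with 12 rats. Cps1, Cyp2c22 and Cyp4a1 had their highest medians in the PFC-labelled table, at 1785, 677 and 174 CPM. Whenever the names came to differ, these levels and those of Ptprn and Ptgds argue against cortex as the source of the lower sterol enzymes. The enzymes may belong to liver. The paper states that quantitative PCR followed the sequencing, which does not settle the tissue.

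In the VAT-labelled libraries Akr1c14 and Cps1, most abundant in the PFC-labelled table, Anxa5 and Prelp, most abundant in the liver-labelled table, and Spp1 were lower on egg, and Akr1c14 and Anxa5 passed edgeR's test. RNA carried over from the tissue of the PFC-labelled table is argued against for Spp1, Anxa5, Akr1c14 and Prelp. The medians of Spp1 and Anxa5 in that table, 3.20 and 19.9 CPM, lie below the differences between diets, 2282 and 210 CPM. Akr1c14, Prelp and Cps1 stood at 915, 31.5 and 1758 CPM there, with differences of 86.2, 24.2 and 40.0 CPM here. A share that gives the difference of Akr1c14 or Prelp would give more of Cps1 than was seen. For Cps1 itself this source stays open. The median share implied by the genes restricted to the PFC-labelled table was 1.57 times higher on casein (exact permutation p = 0.273 for the difference in means). This ratio lies between the bounds set beforehand for and against, and does not decide. The share brings at most 19.1% of the difference in any of the 5 genes, but picking genes with a median of at most 1 CPM here keeps it small. RNA from the tissue of the liver-labelled table is argued against for Spp1 and Cps1, at 10.3 and 15.3 CPM there against differences of 2282 and 40.0 CPM. Akr1c14, Anxa5 and Prelp stood at 106, 673 and 267 CPM there, with differences of 86.2, 210 and 24.2 CPM here. A share that gives the difference of Akr1c14 or Anxa5 would give more of Prelp than was seen, which argues against this source for them. For Prelp itself it stays open. The ratio of 1.88 (exact permutation p = 0.147 for the difference in means) and the share, at most 6.13% of the difference, do not decide for the same reasons. More reads on casein were not detected, as the median totals had a ratio of 1.04 (exact permutation p = 0.820 for the difference in means). Each of the 5 genes was at least 1.76 times higher on casein at 2 SE below its estimate. These levels are already scaled to library size, so their folds cannot test an effect of reads. An effect of the diet on cells that express these genes stays open as a hypothesis and was not tested.

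In the PFC microRNA table, miR-10b-5p, miR-10a-5p and miR-192-5p of animal 9 (casein) lay far above the other rats, and the lower levels on egg rest on this library. RNA from liver is argued against, since miR-122-5p allows a share of only 0.909%. RNA from kidney may account for these microRNAs: 5 kidney microRNAs, the ones that raised the question among them, imply shares of 14.8 to 44.9% with a median of 31.7%. RNA from VAT may do so for miR-10b-5p and miR-10a-5p, with 17.7 to 41.5% and a median of 25.4% over 3 microRNAs. miR-192-5p, not among the 3, had a VAT median of 0.145%, and 0.15% in the VAT library of animal 9. Its median in the other PFC libraries was 0.25%, so VAT is argued against for miR-192-5p. Mixing alone cannot account for the whole profile. Among the largest rises, miR-153-3p (0.682% against a median of 0.0308% in the other rats) and miR-136-3p (1.09 against 0.0635%) are in neither the kidney nor the VAT table. The level of miR-382-5p was 0.0199% against 0.484%, lower than such shares would dilute it. A higher miR-10b-5p in this rat as a whole cannot be told apart, since its library ranked 2 of 12 in kidney and 1 in VAT and in liver, and a single rat has no replicate. The diet gives no biological explanation for a single rat.

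Single libraries lay far from the other 5 of their diet by Dixon's test in 13 of 112 groups of 6, where chance gives about 1 in 20, or 5.6. In the PFC-labelled libraries these were Msmo1 in animal 11 (casein, 95.8 CPM), Arrdc3 in animal 2 (egg, 3.48), and Idi1, Scd and Cyp2c22 in animal 12 (egg, 0.308, 149 and 158). In the VAT-labelled libraries they were Anxa5 in animal 9 (casein, 193 CPM) and ENSRNOG00000007243 in animal 5 (egg, 5.40). Among PFC microRNAs they were miR-10a-5p, miR-10b-5p and miR-192-5p in animal 5 (egg, 2509, 7050.5 and 1376 CPM) and miR-136-3p in animal 9 (casein, 10438). The total counts of animal 12 (egg) stood apart in the VAT gene table (4403350) and in the VAT microRNA table (44390, against 478855 to 1413406 in the other 5).

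The effect of the diet differed between the VAT- and PFC-labelled libraries in edgeR's interaction test by 4.42 for Sqle, 2.78 for Idi1, 2.49 for Fads1, 2.28 for Hmgcs1, 2.04 for Msmo1 and 1.66 for Csad, and by -3.17 for Akr1c14 (adjusted p = 0.00226), -2.24 for Cps1 and -1.83 for Anxa5 (adjusted p = 0.0221), on the log2 scale. With the rat as a block Hmgcs1 (adjusted p = 0.128), Cps1 (0.0849) and Csad (0.0530) did not pass, and Spp1 and Cyp4a1 did. The gene ENSRNOG00000007243, which is in none of the paper's tables, had a log2 fold change of -5.27 in the VAT-labelled libraries. Genes restricted to the PFC-labelled table stood at 22.2% of their level there in the liver-labelled library of animal 5, and genes restricted to the VAT-labelled table at 16.1% in that of animal 12.

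Other splits of the same rats show how often other groupings give numbers as large. Of 100 splits, the real one included, 2 gave as many genes past the threshold as the 8 in the PFC-labelled libraries (highest other 18), 4 as many as the 5 in VAT (32), 1 as many as the 9 genes of the interaction (highest other 1) and 1 as many as the 5836 genes that differ between the PFC- and liver-labelled libraries (2, from splits that part the same pairs of libraries, and 0 from the others). For the interaction and the comparison of PFC- and liver-labelled libraries no other split came near the real number, which argues against chance. For the PFC and VAT genes chance is made less likely but not excluded, since other splits gave more genes and only 100 of 462 were drawn. Chance is not excluded either for the 2 lists in liver (20 splits, highest other 6) or for the microRNAs at an unadjusted p, 3 in PFC (79 splits, highest other 14), 4 in VAT (47, highest other 17), 2 in liver (34, highest other 29) and 1 in kidney (60, highest other 37). For the 6 lists in PFC (4 splits, highest other 6) and the 2 in VAT (15, highest other 4) the splits decide nothing, since these lists hold genes that the study called in the real split, nor do they for the 0 genes in liver and in kidney (100 splits each, highest other 1 and 14) and the 0 lists in kidney (100, highest other 3), since each split reaches 0. Single splits gave several times the real number in the VAT genes and in the microRNAs, while the median of the other splits was 0 for genes and 1 to 4 for microRNAs; whether a structure of the libraries apart from the diet or single outlying libraries stand behind such splits was not tested.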

How the results depend on the processing

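The DESeq2 tests over genes with at least 1 count and over the genes of the deposited comparison, and the fits without 2 or 3 rats at once, were chosen after the data had been seen. Of 800 values under alternatives, 616 kept their direction and side of the threshold, 14 lost the threshold, 70 gained it, 97 moved and 3 changed sign. Of 34 genes, DESeq2 kept 18 and called 16 more, edgeR with DESeq2's size factors and filterByExpr kept 34, limma-voom kept 30, lost 1 and gained 3, and edgeR with no filter kept 29 and gained 5. Depth limits Sqle and other genes near the filter. The causes of the differences below were not tested.

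Genes higher in the PFC-labelled libraries, 2 by edgeR, were 19 by DESeq2, 20 by DESeq2 over genes with at least 1 count, 16 by DESeq2 over the deposited genes, 4 with no filter, 9 without animals 2, 10 and 12, 0 at an adjusted p under 0.01, and 0 to 11 without 1 rat. Genes lower there, 6 by edgeR, were 19, 23, 19 and 13 in the first 4 of these settings and 4 to 15 without 1 rat. Genes higher in VAT, 2 by edgeR, were 7 by each DESeq2 test, 0 at 0.01 and 0 to 3 without 1 rat. Genes lower in VAT, 3 by edgeR, were 14, 16 and 15 by the DESeq2 tests, 7 with no filter, 6 by limma-voom and 3 to 7 without 1 rat. Genes lower in liver, 0 by edgeR, were 1 by DESeq2 and 2 over genes with at least 1 count. In the authors' deposited table the 25 higher in PFC became 12 at an adjusted p under 0.01 and 16 beyond a log2 fold change of 1, the 8 higher in VAT became 4 at 0.01, and the 1 higher and 1 lower in liver became 0 and 0.

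MicroRNAs higher, by edgeR, DESeq2 and without 1 rat, were 1, 3 and 0 to 7 in PFC, 0, 1 and 0 to 1 in VAT, 0, 1 and 0 to 3 in liver, and 0, 0 and 0 to 1 in kidney. Those lower by edgeR and without 1 rat were 2 and 0 to 7 in PFC, 4 and 1 to 6 in VAT, 2 and 0 to 2 in liver, and 1 and 0 to 2 in kidney; with DESeq2's size factors liver had 1 higher and 1 lower. The 2 lists higher in liver were 0 with an estimated correlation. With the rat as a block the interaction gave 4 genes higher and 4 lower in place of 6 and 3, 6 of them shared; beyond Hmgcs1, Cps1 and Csad, which did not pass, and Spp1 and Cyp4a1, which did, the replicate block changed no call named here, and PFC against liver gave 3005 and 2716 in place of 3108 and 2728 genes. The share of genes whose deposited mean was matched within 1%, 82.8% in PFC, 78.3% in VAT, 94.9% in liver and 85.5% in kidney, was 13.8, 5.73, 1.8 and 19.4% with TMM library sizes, and 4.76 to 27.9, 0.309 to 25.0, 9.46 to 25.5 and 5.61 to 37.4% without 1 rat, since these means use all rats and DESeq2's size factors. The log2 ratio of kidney tubule genes between the VAT-labelled table and the next was 1.91, and 3.41 as a median of log2 CPM. The exact permutation p of the components in VAT, 0.288, was 0.0498 with the 500 most variable genes. The r of miR-192-5p with Col5a1 changed from -0.00547 to 0.0116 with DESeq2's size factors, and without the 2 farthest rats that with Pdhb changed from -0.01 to 0.17 and that with Snx33 from 0.11 to -0.57.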

Differences from the paper's values

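The DESeq2 tests over genes with at least 1 count and over the genes of the deposited comparison were chosen after the values had been seen; the other alternatives were set before the data were examined. At an adjusted p under 0.05, the paper's Supplementary Table 3 lists 25 genes higher and 27 lower in PFC, 52 in all, against 2 and 6, 8 in all, by edgeR. DESeq2 gave 19 and 19, 38 in all, which lies within 1.5 times of the paper's values, as do 20 and 23, 43 in all, from DESeq2 over genes with at least 1 count; over the deposited genes it gave 16, 19 and 35, which is within 1.5 times for the genes lower and all genes. All 38 DESeq2 calls are in the paper's list. For VAT the paper's values are 9 higher, 13 lower and 22 in all, against 2, 3 and 5 by edgeR; DESeq2 gave 7, 14 and 21, of which 18 are in the paper's list, and the tests added later gave 7, 16 and 23, and 7, 15 and 22. For liver the paper's values are 1 higher, 1 lower and 2 in all, against 0, 0 and 0 by edgeR; DESeq2 gave 1 lower, which meets the paper's value for the genes lower, and DESeq2 over genes with at least 1 count gave 2 in all. The counts without each rat in turn, with limma-voom, no filter, filterByExpr, DESeq2's size factors in edgeR or an adjusted p under 0.01 did not come within 1.5 times of the paper's. The gene higher in liver was reached under no alternative. All counts compare the same stated threshold of 0.05; the paper's statistics section also names a false discovery rate of 1%, at which edgeR called 5 genes in PFC and 2 in VAT. Of the 71 log2 fold changes of Supplementary Table 3 and 13 of Table 2 set beside these, 0 differ, and 5 genes of Supplementary Table 3 were left out by the count filter.

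Of the 12 oxidation-reduction genes the paper gives 9 as lower, against 4 called by edgeR; DESeq2 called 9, which meets the paper's value, while limma-voom and edgeR with DESeq2's size factors called 4. For Arrdc3 the paper's Discussion gives an unadjusted p of 0.027 and its Table 2 gives 1.96E-05, against 9.65e-04 by edgeR; DESeq2 gave 7.36e-05, which meets neither. The paper's 7.5 M reads per sample are before quality control, and the mean total of counts in genes was 3.28 M.

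For microRNAs the paper lists 6 higher over the 4 tissues at an unadjusted p under 0.05, against 1 by edgeR; DESeq2 gave 5, and edgeR gave 8 without animal 5 and 7 without animal 12, within 1.5 times of the paper's value, while edgeR with DESeq2's size factors gave 2 and with no filter 1. In Supplementary Table 5 the paper's unadjusted p-values in PFC are 0.00518 for let-7e-5p, 0.0297 for miR-30a-3p, 0.0352 for miR-98-5p, 0.0251 for miR-10a-5p, 0.0277 for miR-10b-5p and 0.0361 for miR-29a-3p, against 0.0302, 0.0993, 0.0765, 0.0834, 0.0826 and 0.0759 by edgeR. In VAT they are 0.0238 for miR-221-3p, 0.00199 for miR-140-3p, 0.00724 for miR-125b-5p and 0.0116 for miR-191a-5p, against 0.0542, 0.0124, 0.0291 and 0.0262. In liver they are 0.0276 for miR-30c-5p, 0.0560 for miR-30d-5p and 0.0219 for miR-192-5p, against 0.169, 0.270 and 0.00284, and the paper's log2 fold change of miR-192-5p there is -0.19, against -0.32. DESeq2 came within 1.5 times of the paper's p for miR-98-5p (0.0491), miR-191a-5p (0.00952), miR-30c-5p (0.0281), miR-30d-5p (0.0517) and miR-192-5p in liver (0.0173), and met the log2 fold change of miR-192-5p (-0.19), as did edgeR with DESeq2's size factors for miR-30c-5p (0.0409), miR-30d-5p (0.0770) and that log2 fold change. DESeq2 did not for let-7e-5p (0.0136), miR-30a-3p (0.0109), miR-10a-5p (0.0458), miR-10b-5p (0.0505), miR-29a-3p (0.0781), miR-221-3p (0.0400), miR-140-3p (0.00485) and miR-125b-5p (0.0138). Leaving out animal 12 did for let-7e-5p (0.00551), animal 11 for miR-10a-5p (0.0258) and miR-10b-5p (0.0259), and animal 8 for miR-125b-5p (0.00484). The filter on low counts changed none of them, and no alternative reached the paper's p for miR-140-3p, miR-30a-3p, miR-29a-3p or miR-221-3p.

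In its text the paper gives a p of 0.03 for miR-10b-5p in VAT and 0.02 in PFC, against 0.0463 and 0.0826, and 0.02 for miR-192-5p in liver and 0.05 in PFC, against 0.00284 and 0.0843. DESeq2's size factors in edgeR closed the first (0.0444), leaving out animal 11 the second and DESeq2 the third (0.0173), while none closed the fourth.

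The paper states that the rats group by diet in the principal components, and with all genes the exact permutation p of the distance between diets, against other groups of the same rats, was 0.288 to 0.939 in the 4 tables; with the 500 most variable genes it was 0.0498 in VAT. The paper's list holds Slc17a3 and Slc6a6, whose adjusted p in the authors' deposited table is 0.0508. Its microRNA list is given as under 0.05, and miR-30d-5p stands in it at the paper's value of 0.0560. The column of Table 2 headed as a log fold change holds about the signed square of the log2 fold change column beside it, as for Arrdc3, a scale its heading does not name.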

Other observations

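All values in this part come from tests set before the data were examined, apart from the listing of single libraries, which was chosen after they had been seen.

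Outside the lipid genes, several genes of the paper's list had lower or higher levels in the PFC-labelled libraries without passing edgeR's test. Ephx1, the microsomal epoxide hydrolase, was at 563 CPM on casein and 1071 on egg (log2 fold change 0.93, SE 0.229, adjusted p = 0.266 from edgeR, higher in 6 of 6 rats), and Il1rn, the interleukin 1 receptor antagonist, at 186 and 61.5 CPM (log2 fold change -1.60, SE 0.386, adjusted p = 0.256, lower in 6 of 6 rats). In the VAT-labelled libraries, 3 transporters went different ways: Slc17a3, a urate and phosphate transporter, was at 43.9 and 90.9 CPM (log2 fold change 1.06, SE 0.284, adjusted p = 0.384 from edgeR), Slc34a2, a sodium phosphate cotransporter, at 29.2 and 9.14 (log2 fold change -1.63, SE 0.421, adjusted p = 0.331), and Slc6a6, the taurine transporter, at 102 and 43.6 (log2 fold change -1.21, SE 0.319, adjusted p = 0.356).

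The 4 measured glutathione transferases were also higher as a list in the liver-labelled libraries with a preset correlation (adjusted p = 0.00526 from camera), as were Gstp1, Gsta3 and Gstz1 alone (0.00526), but neither call held with an estimated correlation (adjusted p = 0.126 for each). None passed edgeR's test over all genes, and 3 were higher when adjusted over the list alone; the genes were named by the study, though not from these libraries. Gstm2 was at 482 CPM in animal 12 (egg) and at 31.0 or less in the other 11, and Gsta3 at 813 CPM in animal 12, the library in which genes restricted to the VAT-labelled table were highest. In the VAT-labelled table Gstm2 had at most 31.4 CPM and Gsta3 a median of 568. RNA of that tissue thus cannot account for Gstm2 in animal 12, and at a share of 16.1% only for a part of Gsta3.

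The remaining lists did not pass. In PFC the adjusted p from camera was 0.0914 for fatty acid oxidation, 0.105 for choline and methionine metabolism and 0.183 for the 3 transferases the study named in VAT. In VAT, lists other than the transferases had adjusted p-values of 0.154 to 0.958, in liver of 0.242 to 0.685, and in kidney each list had 0.972. Between the PFC- and liver-labelled libraries 5836 of 8825 genes differed in edgeR's test, 3108 higher in liver and 2728 lower; DESeq2 gave 3051 and 2927. Liver minus PFC, the log2 difference was -4.95 for Cps1 (adjusted p = 5.4e-06 from edgeR), -5.72 for Cyp2c22, 3.25 for Aqp1 and 4.41 for Anxa5.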
